# CD44 Loss Disrupts Lung Lipid Surfactant Homeostasis and Exacerbates Oxidized Lipid-Induced Lung Inflammation

**DOI:** 10.3389/fimmu.2020.00029

**Published:** 2020-01-30

**Authors:** Yifei Dong, Arif A. Arif, Jian Guo, Zongyi Ha, Sally S. M. Lee-Sayer, Grace F. T. Poon, Manisha Dosanjh, Calvin D. Roskelley, Tao Huan, Pauline Johnson

**Keywords:** CD44, alveolar macrophage, lung surfactant lipids, oxidized lipids, lipidomics, flow cytometry, RNA sequencing, lung inflammation

## Abstract

Alveolar macrophages (AMs) are CD44 expressing cells that reside in the alveolar space where they maintain lung homeostasis by serving critical roles in immunosurveillance and lipid surfactant catabolism. AMs lacking CD44 are unable to bind the glycosaminoglycan, hyaluronan, which compromises their survival and leads to reduced numbers of AMs in the lung. Using RNA sequencing, lipidomics and multiparameter flow cytometry, we demonstrate that CD44^−/−^ mice have impaired AM lipid homeostasis and increased surfactant lipids in the lung. CD44^−/−^ AMs had increased expression of CD36, a lipid scavenger receptor, as well as increased intracellular lipid droplets, giving them a foamy appearance. RNA sequencing revealed the differential expression of genes associated with lipid efflux and metabolism in CD44^−/−^ AMs. Lipidomic analysis showed increased lipids in both the supernatant and cell pellet extracted from the bronchoalveolar lavage of CD44^−/−^ mice. Phosphatidylcholine species, cholesterol, oxidized phospholipids and levels of reactive oxygen species (ROS) were increased in CD44^−/−^ AMs. Oxidized phospholipids were more cytotoxic to CD44^−/−^ AMs and induced greater lung inflammation in CD44^−/−^ mice. Reconstitution of CD44^+/+^ mice with CD44^−/−^ bone marrow as well as adoptive transfer of CD44^−/−^ AMs into CD44^+/+^ mice showed that lipid accumulation in CD44^−/−^ AMs occurred irrespective of the lung environment, suggesting a cell intrinsic defect. Administration of colony stimulating factor 2 (CSF-2), a critical factor in AM development and maintenance, increased AM numbers in CD44^−/−^ mice and decreased phosphatidylcholine levels in the bronchoalveolar lavage, but was unable to decrease intracellular lipid accumulation in CD44^−/−^ AMs. Peroxisome proliferator-activated receptor gamma (PPARγ), downstream of CSF-2 signaling and a regulator of lipid metabolism, was reduced in the nucleus of CD44^−/−^ AMs, and PPARγ inhibition in normal AMs increased their lipid droplets. Thus, CD44 deficiency causes defects in AMs that lead to abnormal lipid accumulation and oxidation, which exacerbates oxidized lipid-induced lung inflammation. Collectively, these findings implicate CD44 as a regulator of lung homeostasis and inflammation.

## Introduction

Alveolar macrophages (AMs) are important for lung homeostasis, playing key roles in immunosurveillance and lipid surfactant catabolism (1). They are fetal monocyte-derived tissue resident macrophages (2) in the alveolar space that require colony stimulating factor 2 (CSF-2 also known as GM-CSF) (2, 3), peroxisome proliferator-activated receptor gamma (PPARγ) (4), and transforming growth factor beta (TGFβ) (5) for their development, maturation and survival. The deficiency of any of these factors leads to the accumulation of immature macrophages which are unable to catabolize surfactant lipids, and this leads to the buildup of lipids in the immature AMs which take on a foamy appearance. Consequently, lung surfactant lipids build up in the alveolar space and this can lead to pulmonary alveolar proteinosis (PAP) (6, 7). While primary PAP is attributed to defective CSF-2 signaling, the causes of secondary PAP are largely unknown (7). CSF-2 induces the expression of PPARγ in fetal lung monocytes, which is critical for the generation of the AM gene signature (4). PPARγ is also important for lipid catabolism (8–10) in mature AMs (4). TGFβ upregulates PPARγ expression and conditional deletion of the TGFβ receptor in macrophages leads to the accumulation of immature, lipid-laden foamy macrophages, showing a key role for TGFβ signaling in AM development (5). Autocrine TGFβ, produced by mature AMs, also contributes to their self-maintenance and survival (5).

AMs have an important role in the clearance of pulmonary surfactant produced by alveolar epithelial cells which is typically made up of 80% polar lipids [primarily phosphatidylcholine (PC)], 10% neutral lipids including cholesterol, and 10% proteins (1, 7, 11). AM numbers are reduced during lung damage and inflammation (12–14) and this leads to the accumulation of surfactant lipids in the alveolar space where they become susceptible to oxidation in the oxygen-rich environment of the lung, especially during inflammation when reactive oxygen species (ROS) are generated by inflammatory cells (15). Oxidized lipids are cytotoxic, and if they build up in AMs, lung function is compromised (16). For example, bleomycin-induced lung injury leads to inflammation, ROS production, phospholipid oxidation and the generation of foamy macrophages, which all contribute to lung dysfunction (16). In contrast, mice lacking a NADPH-oxidase subunit that cannot generate ROS were protected from bleomycin-induced pulmonary damage and fibrosis (17). In humans, oxidized lipid cytotoxicity can lead to the life-threatening acute respiratory distress syndrome (18) and lung phospholipid peroxidation is associated with asthma and chronic obstructive pulmonary disease progression (19). Furthermore, oxidized phosphatidylcholine (OxPC) is found in AMs from patients diagnosed with idiopathic interstitial pneumonia (20). Thus, oxidized lipids are an important component of the pathophysiology of lung disease, and the removal of excess surfactant lipids and oxidized lipids from the alveolar space by AMs is essential to maintain vital lung function and homeostasis.

Unlike most other macrophages at steady state, mature murine AMs express high levels of CD11c, Siglec F, and constitutively bind hyaluronan (HA) via its receptor, CD44 (21, 22). HA, a component of the extracellular matrix, is implicated in both lung homeostasis and inflammation (23). At homeostasis, CD44-dependent HA binding by AMs results in the formation of a pericellular HA coat that promotes their survival (12). AMs from CD44^−/−^ mice lack the HA coat, leading to a decrease in their viability and CD44^−/−^ mice have approximately half the normal number of AMs (12). In humans, CD44 expression is lower on AMs isolated from patients with diffuse panbronchiolitis (24) and chronic obstructive pulmonary disease (COPD) (25), and in mice, the depletion of AMs exaggerates pulmonary inflammatory responses (26, 27). Furthermore, CD44^−/−^ mice treated with bleomycin are unable to resolve lung inflammation, resulting in a buildup of HA and apoptotic neutrophils (28, 29). Here, we investigated the impact of CD44 in lung homeostasis and inflammation by studying AMs from CD44^−/−^ mice.

## Materials and Methods

### Mice

C57BL/6J (CD45.2^+^), B6.SJL-Ptprc^a^Pepc^b^/BoyJ (CD45.1^+^), C57BL/6J x BoyJ heterozygotes (CD45.1^+^, CD45.2^+^), and CD44^−/−^ mice were housed and bred in specific pathogen free facilities, as previously described (12). Experiments used 6–14 week-old, age and sex matched mice and were conducted with protocols approved by the University Animal Care Committee in accordance with the Canadian Council of Animal Care guidelines for ethical animal research.

### Reagents

Fluorescein-conjugated HA (FL-HA), used to measure the ability of cells to bind HA, was prepared from rooster comb HA sodium salt of expected molecular mass 1–4 million and <2% protein contamination, catalog no 5388 (Sigma-Aldrich), as previously described (12). *Streptomyces hyaluronlyticus* hyaluronidase (HA'se) and biotinylated HA-binding protein (HABP) were from Millipore, and streptavidin was from Thermo Fisher Scientific or eBioscience. Recombinant mouse CSF-2 (carrier free) was from BioLegend. L-α-phosphatidylcholine (PC) was from Sigma-Aldrich. 1-palmitoyl-2-(5′-oxo-valeroyl)-sn-glycero-3-phosphocholine (POVPC) was from Avanti Polar Lipids. Fatty acid free (FAF) BSA was from Roche Diagnostics. BODIPY 493/503, N-(7-Nitrobenz-2-Oxa-1,3-Diazol-4-yl)-1,2-Dihexadecanoyl-sn-Glycero-3-Phosphoethanolamine (NBD-PE), and 2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA) were from Thermo Fisher Scientific. The PPARγ antagonist, T0070907, was from Tocris Bioscience. Fluorescent or biotinylated labeled CD11c (N418), CD11b (M1/70), Ly6C (HK1.4), CD14 (SA2-8), CD45.1 (A20), CD45.2 (104), CD200R (OX110), MHC II (M5/114.15.2), Siglec F (1RNM44N), and SIRPα (P84) were from Thermo Fisher Scientific; CD36 (HM36) and CD206 (C068C2) were from Biolegend; CD44 (IM7) was from Ablab; Ly6G (1A8), Siglec F (E50-2440), and mouse IgG1κ isotype were from BD Biosciences; CD116 (698423) and MerTK (polyclonal BAF591) were from R&D; PPARγ (81B8) was from Cell Signaling Technologies, and anti-OxPC (E06) was from Avanti Polar Lipids.

### *In vivo* Experiments

Bone marrow (BM) reconstitution into irradiated recipients was essentially as described in Dong et al. (12). POVPC (200 μg) in 50 μl PBS, or CSF-2 (2 μg daily) was given to mice by intratracheal instillation (i.t.) by laryngoscopic manipulation, and the bronchoalveolar lavage (BAL) analyzed 3 or 7 days later, respectively. For adoptive transfer experiments, 2–3 × 10^5^ CD44^+/+^ or CD44^−/−^ AMs were transferred by i.t. into CD45.1^+^ CD44^+/+^ or CD45.2^+^ CD44^−/−^ mice, and BAL was analyzed on day 7.

### Isolation of Bronchoalveolar Lavage (BAL) Cells for RNAseq, Flow Cytometry or *in vitro* Analysis

BAL was isolated from CD44^+/+^ and CD44^−/−^ mice using 4 × 700 μl PBS, 2 mM EDTA and the BAL cells (>95% AMs from naïve mice) were treated by RBC lysis buffer (0.84% NH_4_Cl in 10 mM Tris pH 7.2) for 5 min, centrifuged and either subjected to RNA extraction using RNeasy Mini Kit (Qiagen) or counted manually using the hemocytometer and trypan blue, and prepared for flow cytometry as previously described (12). Alternatively, AMs were washed once with PBS and incubated with 2.5 μM BODIPY 493/503 in PBS, 5 μM H_2_DCFDA in PBS, or 10 μM NBD-PE in RPMI for 30 min at 37°C prior to flow cytometry. Or, AMs were incubated with 1% EtOH (vehicle solvent), 50 μM PC, or 50 μM POVPC in PBS for 1 h at 37°C, then analyzed with Annexin V-PE and DAPI by flow cytometry (12). HABP was used to detect cell surface HA by flow cytometry (12). For blocking FL-HA binding on AMs, *ex vivo* CD44^+/+^ and CD44^−/−^ AMs were incubated with the CD44 blocking antibody KM81 (1:100 from tissue culture supernatant) for 30 min at 4°C. All flow cytometry was performed using the BD LSR II.

### *In vitro* AM Culture

AMs were cultured with 20 ng/ml of recombinant CSF-2 in RPMI containing 1% BSA, in the presence or absence of 500 μM PC or 1 μM T0070907 in a 96-well non-tissue culture treated plate for 48 h, harvested using versene, and the cells analyzed by flow cytometry. For culture with PC, 1% FAF BSA was used.

### Intracellular Labeling of AMs

AMs were isolated by BAL with PBS 2 mM EDTA and fixed with 2% paraformaldehyde immediately for 10 min at room temperature, washed twice with PBS, labeled with the E06 or PPARγ antibody intracellularly using the Intracellular Fixation & Permeabilization Buffer Set (Thermo Fisher Scientific).

### Analysis of BAL Fluid

BAL isolated using PBS 2 mM EDTA was centrifuged and the supernatant and cell pellet collected. Hyaluronan Quantikine ELISA Kit (R&D Systems) was used to determine the HA concentration in the BAL supernatant. Total protein was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Total PC concentration was determined using the Phospholipase C assay kit (Wako Diagnostics).

### Gas Chromatography Analysis for Cholesterol

Lipids were extracted twice from 1 ml BAL supernatant by adding 6 ml of 2:1 v/v chloroform: methanol, with 1% acetic acid. Organic solvents were evaporated under a stream of nitrogen gas. Lipid extracts were resuspended in pyridine and then an equal part of N,O-bis(trimethylsilyl)trifluoro-acetamide with trimethylchlorosilane. Samples were spiked with 10 μM cholestane as an internal standard and analyzed by gas-chromatography mass spectrometry (GC-MS).

### Flow Cytometric Analysis

Flow cytometry was analyzed using FlowJo VX (Treestar). Flow cytometry plots shown were first gated by size, singlets, and live/dead stain. AMs were then gated as CD11c^+^ and Siglec F^+^ (Supplementary Figures 1A,B). Fold difference was calculated by dividing each CD44^+/+^ and CD44^−/−^ biological replicate by the mean of CD44^+/+^ samples in each experiment.

### Confocal Microscopy

AMs labeled with BODIPY or E06 and DAPI were mounted onto Superfrost^+^ microscope slides (Thermo Fisher Scientific). Whole cell image stacks were acquired using a Leica Sp8 microscope. Maximum stack projections were analyzed using ImageJ 1.51 (NIH). BODIPY stained lipid droplets were identified using a trainable segmentation function in ImageJ, followed by particle analysis, and droplet masks were applied onto the raw images to measure number, pixel intensity, and droplet size. E06 labeled droplets were also counted. PPARγ and DAPI labeled AMs were acquired using a Leica Sp5. Total nuclear PPARγ was measured within the DAPI^+^ nuclear area and quantified as mean pixel intensity (MPI). Immunofluorescence of 12 μm lung tissue cryosections was measured as previously described (12) and analyzed using ImageJ for HABP mean pixel intensity (MPI), where HA-rich bronchioles were excluded from the analysis.

### RNAseq Analysis

RNA from three independent CD44^+/+^ and three CD44^−/−^ samples were pooled from the BAL of 4, 2, or 2 female mice, respectively.

#### Illumina RNA Sequencing

RNA was sequenced by the UBC Biomedical Research Center. RNA quality, *18S* and *28S* ribosomal RNA with RIN = 9.6, was determined by Agilent 2100 Bioanalyzer following the standard protocol for NEBNext Ultra II Stranded mRNA (New England Biolabs). Sequencing was performed on the Illumina NextSeq 500 with paired end 42bp × 42bp reads. De-multiplexed read sequences were then aligned to the *Mus musculus* (mm10) reference sequence using Spliced Transcripts Alignment to a Reference, STAR (https://www.ncbi.nlm.nih.gov/pubmed/23104886), aligners. The sequence data is available at GEO database, accession number: GSE138445.

#### Cufflinks and Cuffdiff

Assembly and differential expression were estimated using Cufflinks (http://cole-trapnell-lab.github.io/cufflinks/) through Cufflinks Assembly & DE version 2.1.0 which included Cuffdiff analysis (30). Gene differences with a q value (*p*-value adjusted for false discovery rate) <0.05 were considered significant.

#### Metascape Analysis

Metascape analysis was performed on the genes annotated as significantly different from the Cuffdiff analysis (31). Gene IDs were entered and analyzed as *M. musculus*. Significantly different GO pathways were obtained as an output from Metascape.

#### R Scripts and Heatmaps

R language was used for bioinformatic analysis of RNA sequencing results using RStudio Version 1.1.442. Gene ID was converted to Entrez ID using Annotables: Ensembl 90 conversion chart (32). Heatmaps were created using R library, “pheatmap().” The input for heatmaps were a list of differentially expressed genes in specific GO pathways and their corresponding fragments per kilobase of transcript per million mapped reads (FPKMs). FPKM values were obtained from Illumina RNA-Sequencing.

#### String Analysis

All 200 significant genes (*q* < 0.05) were input into the String Consortium (33). String Consortium maps the interactions between genes based on text mining, experiments, databases, co-expression, neighborhood, gene fusion, and co-occurrence.

### Mass Spectrometry, Lipidomics, and Analysis

#### BAL Cell Pellet and Supernatant Sample Preparation

The BAL from 8 CD44^+/+^ and 8 CD44^−/−^ female mice were spun down to generate a supernatant and cell pellet for each sample. Lipids were extracted from the BAL pellets, CD44^+/+^ (WT1-8) and CD44^−/−^ (KO1-8) with 400 μl ice cold extraction solvent [methanol:acetonitrile (ACN):water = 2:1:1, v:v:v] followed by three freeze-thaw cycles. Proteins were precipitated at −20°C for 2 h, then 900 μl methyl tert-butyl ether (MTBE) was added and vortexed for 90 min on an open-air microplate shaker. One hundred and seventy microliter H_2_O was then added into the solution followed by centrifugation (17,530 g, 4°C, 1 min) to accelerate the phase separation. CD44^+/+^ (WT1-8) and CD44^−/−^ (KO1-8) BAL supernatant samples (3 ml each) were thawed on ice and 3 ml MTBE added and vortexed for 90 min on an open-air microplate shaker. In both cases, the upper organic phase was carefully transported to a 1.5 ml Eppendorf vial and concentrated by Speed-vac at 4°C. The concentrated pellets were subsequently reconstituted with ACN:isopropyl alcohol(IPA) = 1:1, v:v for LC-MS analysis. One method control (MC) was prepared using the same procedure but with no sample in the vial. One quality control (QC) was prepared by pooling 10 μl from each of the 16 reconstituted solutions (8 WT+8 KO). QC was injected between every four sample injections to ensure the instrument was stable and the sample injection volume was optimized.

#### Liquid Chromatography Mass Spectrometry (LC-MS) Analysis

The LC-MS analysis was performed on Bruker Impact II™ UHR-QqTOF (Ultra-High Resolution Qq-Time-Of-Flight) mass spectrometer coupled with a Agilent 1290 Infinity™ II LC system. LC separation was performed on a Waters ACQUITY UPLC BEH C18 Column (130 Å, 1.7 μm, 1.0 mm × 100 mm). Two microliter sample solutions of each replicate, MC and QC were injected in a random order. Two microliter Sodium formate was injected within each run for internal calibration. The mobile phase A was 60% ACN 40% H_2_O [2 mM ammonium acetate (NH_4_Ac) in positive mode, 5 mM NH_4_Ac in negative mode]; mobile phase B was 90% IPA 10% ACN (2 mM NH_4_Ac in positive mode, 5 mM NH_4_Ac in negative mode). The chromatographic gradient was run at a flow rate of 0.100 ml/min as follows: 0–8 min: linear gradient from 95 to 60% A; 8–14 min: linear gradient from 60 to 30% A; 14–20 min: linear gradient from 30 to 5% A; 20–23 min: hold at 5% A; 23–24 min: linear gradient from 5 to 95% A; 24–33 min: hold at 95% A. The mass spectrometer was operated in Auto MS/MS mode. The ionization source capillary voltage was set to 4.5 kV in positive scanning mode and −3.5 kV in negative scanning mode. The nebulizer gas pressure was set to 1.0 bar. The dry gas temperature was set to 220°C. The collision energy for MS/MS was set to 7 eV. The data acquisition was performed in a range of 50–1,200 m/z at a frequency of 8 Hz.

#### Data Interpretation

Bruker Data Analysis software was used to calibrate the spectra using sodium formate as the internal reference. Then the raw data files with format of “.d” were converted to format of “.abf” using AbfConverter. The converted files were then uploaded onto MS-DIAL for lipid feature extraction and alignment. Lipids identification was carried out using LipidBlast available in MS-DIAL (34, 35). The parameters were set as follows: MS1 tolerance was 0.01 Da; MS2 tolerance was 0.05 Da; retention time tolerance was 0.5 min. The alignment result was exported in a “csv.” file. Fold change (FC, calculated as CD44^−/−^/CD44^+/+^) and *p*-values between CD44^+/+^ and CD44^−/−^ groups were calculated using a two tails distribution, homoscedastic *t* test in Microsoft Excel. The lipids with FC > 1.5 or FC < 0.67, and *p* < 0.05 were selected as being significantly different between the CD44^+/+^ and CD44^−/−^ groups.

### Statistics

Statistical analysis used is described in the figure legends. The majority of graphs were generated using GraphPad Prism 6 and the data shown are the average ± standard deviation. Significance was defined as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. Non-paired Student's *t*-tests were used to compare biological replicates from individual CD44^+/+^ and CD44^−/−^ mice. Paired Student's *t*-tests were used in adoptive transfer experiments, where CD44^+/+^ and CD44^−/−^ cells are within the same mouse, in each biological replicate. Welch's *t*-test, which does not assume equal variance, was used to compare HA deposition in the lung, to account for the variability that can arise in inflammation between each animal, and between CD44^+/+^ and CD44^−/−^ groups. The homoscedastic *t*-test, which assumes equal variance, was performed on the lipidomics data.

## Results

### CD44^−/−^ AMs Have Increased Cellular Granularity and Cell Surface Receptor Expression

CD44^−/−^ mice have approximately 50% less AMs compared to normal C57Bl/6J mice, as previously reported (12). These CD44^−/−^ AMs express the characteristic AM markers: CD11c and Siglec F, but are unable to bind hyaluronan, an extracellular matrix glycosaminoglycan that promotes their survival (12). Here, flow cytometric analysis showed that CD44^−/−^ AMs, gated as in Supplementary Figure 1A, were unable to bind fluorescein labeled HA (FL-HA), had a greater granularity (SSC) and a slightly higher autofluorescence than CD44^+/+^ AMs (Figures 1A,B and Supplementary Figures 1B,E). In addition, there was a slight increase in the mean fluorescence intensity (MFI) of several cell surface molecules normally expressed on resident AMs (CD11c, CD206, CD200R, Sirpα, MerTK) but Siglec F levels remained unchanged (Figures 1C,D and Supplementary Figures 1C,D). Adjusting for increased autofluorescence did not account for these changes. There was also increased expression of molecules not normally expressed on mature AMs (CD36, MHCII, CD11b, and PD-1) (Figures 1C,D and Supplementary Figures 1C,D). CD36 is a scavenger receptor for fatty acids and oxidized lipids (36, 37), raising the possibility that the increased SSC and autofluorescence may represent increased lipid content. To determine if cell surface HA bound on normal AMs physically affected the binding of antibodies and thus contributed to the phenotypic differences observed by flow cytometry, CD44^+/+^ and CD44^−/−^ AMs were treated with hyaluronidase (HA'se). This decreased the binding of HABP on CD44^+/+^ AMs, indicating the removal of HA. HABP binding was reduced to the levels observed on CD44^−/−^ AMs, but not quite to the level of unstained cells, suggesting either some non-specific binding of HABP or incomplete removal of HA by HA'se. The HA'se treatment on CD44^+/+^ AMs did not change the MFI of cell surface receptors (Supplementary Figures 1F,G). These differences suggest CD44 deficiency causes changes in AMs.

**Figure 1:**
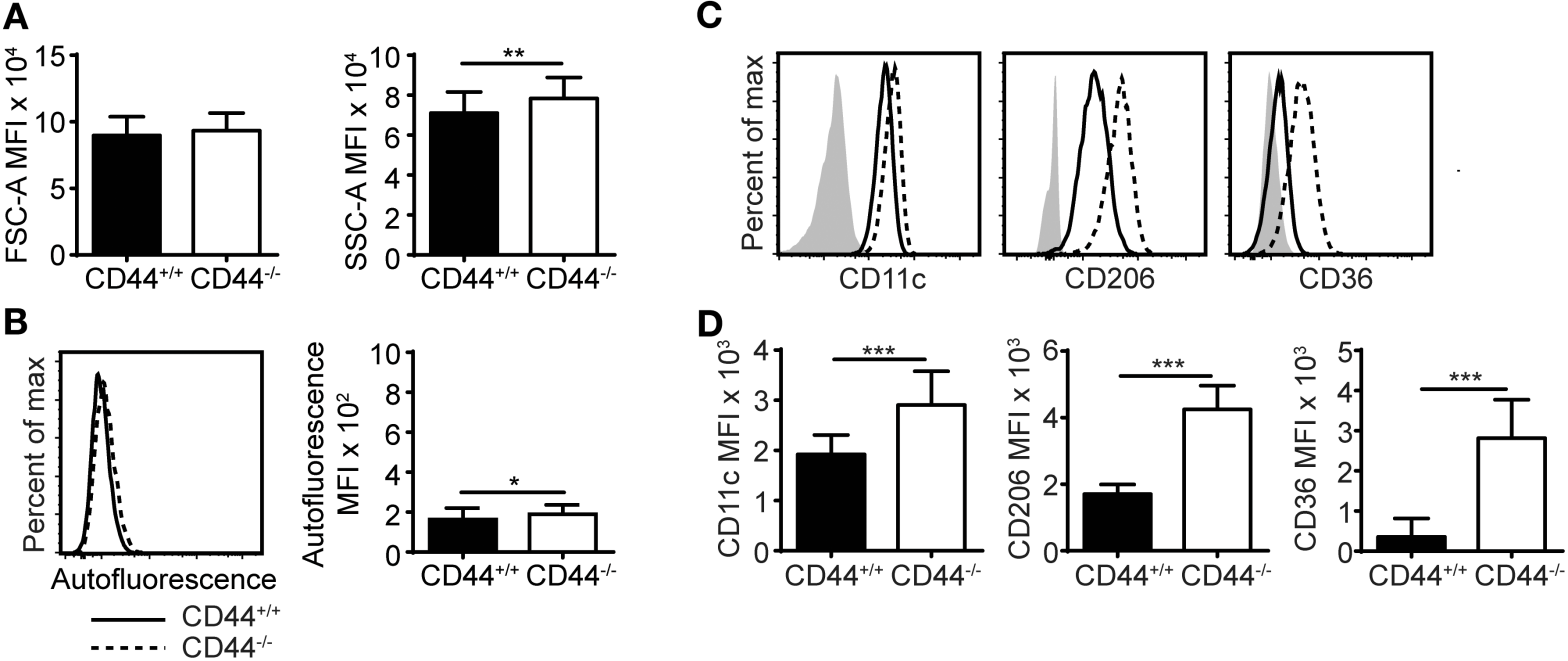
CD44^−/−^ mice have abnormal AMs. **(A,B)** Bar graphs and representative flow cytometry histograms comparing the FSC-A (cell size), SSC-A (cell granularity), and autofluorescence of CD44^+/+^ and CD44^−/−^ AMs from BAL of naïve mice. **(C,D)** Representative flow cytometry histograms and graphs comparing the MFI of cell surface phenotype of CD44^+/+^ and CD44^−/−^ AMs, where the background MFI of autofluorescence from unlabeled CD44^+/+^ or CD44^−/−^ cells was subtracted from the values shown. Data show an average of two experiments ± SD, each with three to five CD44^+/+^ and CD44^−/−^ mice, except for in **(A)** which was the average of BAL AMs from 44 CD44^+/+^ and CD44^−/−^ mice over 12 experiments. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, non-paired Student's *t*-test.

### CD44^+/+^ and CD44^−/−^ AMs Have Different Transcriptional Profiles at Steady-State

To understand how the loss of CD44 could be impacting AMs, we performed RNAseq analysis on CD44^+/+^ and CD44^−/−^ AMs. 

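AMs, the macrophages of the lung airspaces, were collected in the BAL of female CD44+/+ and CD44-/- mice, and their RNA was sequenced in 3 samples per genotype. The 8 mice of each genotype were pooled as 4, 2 and 2, so that replicate error is the spread between pools and not between single mice. The labels of the samples give an age of 6 to 10 weeks, within the 6 to 14 weeks in the paper's methods. Paired-end reads of 42 bp were aligned by the authors to the mouse genome mm10 (GRCm38), and the authors deposited Cufflinks FPKM values for 24341 genes in each sample. FPKM counts the fragments of a transcript relative to its length and to the number of fragments mapped in the sample. The number of reads per sample was not used here, so the absolute depth is unknown. Among values under 0.05 FPKM, the smallest steps between values were taken as single fragments and gave the depth relative to CD44+/+ replicate 1. It was 0.921 and 1.05 in CD44+/+ replicates 2 and 3, and 0.987, 0.814 and 0.943 in CD44-/- replicates 1, 2 and 3. The 10800 genes with a mean of at least 0.5 FPKM over the 6 samples were compared on the scale log2(FPKM + 0.1) with limma, two-sided, with an intensity trend in the variance and Benjamini-Hochberg adjustment. All log2 fold changes are CD44-/- over CD44+/+ on this scale. For samples of the same replicate number in the 2 genotypes, the deviations from the group means had a correlation of 0.212, 0.132 and 0.211 for replicates 1, 2 and 3 across all tested genes, which are not independent replicates. This does not show that same-numbered samples were collected together. The comparison of single genes was also fitted with the replicate number as a block, an alternative set before the data were examined. With 3 samples against 3, an exact two-sided permutation test cannot give a p below 0.1.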

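Cd44 lies on chromosome 2 of mm10 from 102811142 to 102901665. Its expression was 534 ± 6.68 FPKM (SD, n = 3) in CD44+/+ AMs and 53.5 ± 1.87 FPKM (SD, n = 3) in CD44-/- AMs. The log2 fold change was -3.32 (standard error 0.05, adjusted p = 4.19e-09, and 1.34e-06 with the replicate block). The 3 CD44+/+ samples had 540, 535 and 527 FPKM, and the 3 CD44-/- samples had 54.7, 54.5 and 51.4 FPKM. In every CD44-/- sample the Cd44 value was thus below that of every CD44+/+ sample, and the CD44-/- mean was 10.0% of the CD44+/+ mean.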

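Of the 10800 genes tested, 12 had an adjusted p under 0.05, of which 8 were higher and 4 were lower in CD44-/- AMs. With the replicate block 9 genes passed (5 higher and 4 lower), and 8 of these were among the 12. The count moved most when CD44+/+ replicate 1 was left out, to 36 genes. After quantile normalization 11 genes passed, 6 higher and 5 lower. At an unadjusted p under 0.05 there were 831 genes, 513 of them higher in CD44-/- AMs, against 465 of 905 after median-ratio scaling and 455 of 901 after quantile normalization, so the excess of higher genes depended on scaling. Ly75, on chromosome 2 from 60293760 to 60383231, fell from 108 ± 4.51 FPKM (SD, n = 3) in CD44+/+ AMs to 40.1 ± 7.83 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of -1.45 (standard error 0.12, adjusted p = 0.00187, with the block 0.0164). Stk39, on chromosome 2 from 68210447 to 68471981, had 1.73 ± 0.278 FPKM (SD, n = 3) in CD44+/+ AMs and 5.57 ± 0.364 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of 1.64 (standard error 0.13, adjusted p = 0.00187, with the block 0.0104). Olfml2a, also on chromosome 2, had 0.0692 ± 0.0243 FPKM (SD, n = 3) in CD44+/+ AMs and 1.84 ± 0.346 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of 3.51 (standard error 0.27, adjusted p = 0.00187, with the block 0.0164). Its CD44+/+ values lie under the 0.1 added before the log, so the size of this fold change is uncertain. Snora28, a small nucleolar RNA of 127 bp, had 34.2, 12.8 and 10.7 FPKM in the CD44+/+ samples and was listed at 0 in the CD44-/- samples. FPKM values of genes this short were unstable, since 13 of 13 other small RNA genes above 10 FPKM in a sample were listed at 0 in another. Among the other genes that passed, Tanc1 (1.31) and Arl4c (1.01) had positive log2 fold changes, and that of Atf5 was -0.91. Arl4c had an adjusted p of 0.0427, and of 0.103 with the block. That of Tanc1 was 0.0475, and 0.0342 with the block. Over the alternatives set before the data were examined, the adjusted p reached 0.278 for Arl4c and 0.381 for Tanc1. Mfge8 and Oxct1, named after their values were seen, also passed, as did Cd44 and Apoe. With the block Mfge8 (adjusted p = 0.102), Oxct1 (0.0943) and Apoe (0.0943) did not pass. Of the 12 genes that passed without the block, 6 lie on chromosome 2, as Cd44 does. Leaving out Cd44, 51 genes had an unadjusted p under 0.001, and 14 of these were on chromosome 2 and 10 on chromosome 7.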

Approximately 200 genes with a q value of 0.05 or less were differentially expressed (Figure 2A and Supplementary Table 1). The RNAseq data showed several transcriptional changes in CD44^−/−^ AMs that could affect lipid homeostasis in the CD44^−/−^ AMs, notably *ApoE, ApoC1, ABCA1, DGAT2, LipN, and PLA2*γ*7* transcripts. 

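Apoe, on chromosome 7 from 19696244 to 19699188, had 54.9 ± 15.5 FPKM (SD, n = 3) in CD44+/+ AMs and 170 ± 23.5 FPKM (SD, n = 3) in CD44-/- AMs. Its log2 fold change was 1.66 (standard error 0.18, adjusted p = 0.0128), and 1.51 to 1.88 with each sample left out in turn. With the replicate block its adjusted p was 0.0943, and over all alternatives it ranged from 0.00263 to 0.147. Apoc1, beside it on chromosome 7, rose from 23.8 ± 3.51 FPKM (SD, n = 3) to 43.3 ± 5.93 FPKM (SD, n = 3), a log2 fold change of 0.86 (standard error 0.12, adjusted p = 0.0626, with the block 0.162). Abca1 had 21.0 ± 1.80 FPKM (SD, n = 3) in CD44+/+ AMs and 30.3 ± 3.90 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.158, with the block 0.215). Dgat2, on chromosome 7, had 35.9 ± 6.80 FPKM (SD, n = 3) and 49.3 ± 2.25 FPKM (SD, n = 3), a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.31, with the block 0.225). Lipn was expressed at 0.282 ± 0.0394 FPKM (SD, n = 3) in CD44+/+ AMs and 0.927 ± 0.437 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of 1.32 (standard error 0.38, adjusted p = 0.385, with the block 0.321). In each of these 5 genes every CD44-/- sample was above every CD44+/+ sample, for which an exact two-sided permutation test gives p = 0.1, the smallest p possible with 3 samples against 3. Pla2g7 had 5.37 ± 2.60 FPKM (SD, n = 3) in CD44+/+ AMs and 2.73 ± 0.611 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of -0.85 (standard error 0.33, adjusted p = 0.575, with the block 0.510). The Pla2g7 values of the genotypes overlapped (exact two-sided permutation test, p = 0.2). Apoc1 passed an adjusted p of 0.05 only without CD44+/+ replicate 3 (0.0459), and Dgat2 only without CD44+/+ replicate 1 (0.0146).

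**Figure D1:**
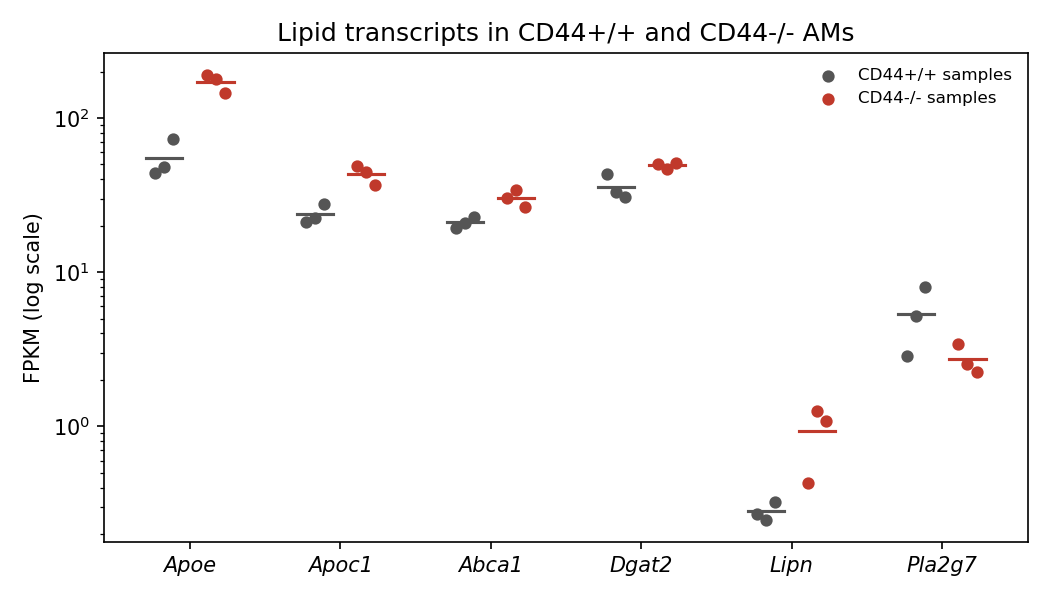
FPKM on a log scale of 6 transcripts in the 3 CD44+/+ samples (grey points) and the 3 CD44-/- samples (red points), with a line at each mean. The groups are apart for Apoe, Apoc1, Abca1, Dgat2 and Lipn, and overlap for Pla2g7.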

Gene ontology analysis was performed to determine the pathways most affected by the loss of CD44 and this identified the greatest changes in the “sterol metabolic process,” followed by differences in “the response to external stimulus,” “protein phosphorylation pathways,” “regulation of homeostatic process,” and “regulation of sterol metabolic process” (Figures 2B,C). String analysis of the differentially expressed genes led to the identification of a gene cluster associated with sterol/cholesterol synthesis, and a broader cluster of genes involved in cell signaling, adhesion and migration (Supplementary Figure 2). Dissection of the sterol pathways led to a significant number of up and down-regulated genes associated with sterol/cholesterol synthesis and trafficking. 

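The panel of Figure 2C for the sterol metabolic process holds 38 genes, all of which were tested. In CD44-/- AMs 15 of them were higher and 23 were lower, with log2 fold changes from -0.80 to 1.66. The values of the genotypes did not overlap in 27 of the 38 genes, where chance gives 10% of genes with 3 samples against 3. An unadjusted p under 0.05 was reached by 34 genes, and an adjusted p under 0.05 over all genes tested by 2 genes, Apoe and Oxct1. Neither of these genes passed with the replicate block. These genes are the authors' own calls on the same samples, so their number shows no stability.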

Upregulated genes included those involved in lipid/cholesterol transport (*ApoE, ApoC1, ABCA1*), triacylglycerol synthesis (*DGAT2*), lipid catabolism (*LipN*), signaling (*Src, Igf1, Igf2r*), and immune function/antigen presentation (*CD74, MHCII*). 

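Src, on chromosome 2 at 157424293 to 157471838, had 0.758 ± 0.212 FPKM (SD, n = 3) in CD44+/+ AMs and 1.35 ± 0.362 FPKM (SD, n = 3) in CD44-/- AMs, and the groups overlapped. The log2 fold change of Src was 0.75 (standard error 0.27, adjusted p = 0.524, with the block 0.473). Igf1 rose from 5.31 ± 0.406 FPKM (SD, n = 3) to 9.15 ± 2.21 FPKM (SD, n = 3) without overlap, a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.203, with the block 0.116). For Igf2r the values were 0.380 ± 0.0596 FPKM (SD, n = 3) and 0.761 ± 0.073 FPKM (SD, n = 3), also without overlap, and the log2 fold change was 0.85 (standard error 0.24, adjusted p = 0.383, with the block 0.366). Cd74 had 568 ± 71.4 FPKM (SD, n = 3) in CD44+/+ AMs and 912 ± 282 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of 0.64 (standard error 0.20, adjusted p = 0.470, with the block 0.400). Of the MHCII genes, whose reads can be split between similar sequences, H2-Aa had a log2 fold change of 0.67, H2-Ab1 of 0.62 and H2-Eb1 of 0.68, with adjusted p from 0.473 to 0.562. All 4 antigen presentation genes overlapped between genotypes (exact two-sided permutation test, p = 0.2 for each). Their mean log2 difference from the CD44+/+ mean was 0.12 in CD44-/- replicate 1, 1.13 in replicate 2 and 0.71 in replicate 3, against 0.23, -0.07 and -0.17 in the CD44+/+ samples.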

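Plcb1 on chromosome 2, Plin1 on chromosome 7 and Srebf2 on chromosome 15 were each lower in every CD44-/- sample than in every CD44+/+ sample. Plcb1 had 9.40 ± 1.46 FPKM (SD, n = 3) in CD44+/+ AMs and 5.91 ± 0.896 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.221, with the block 0.116). Plin1 had 2.66 ± 0.129 FPKM (SD, n = 3) and 1.40 ± 0.329 FPKM (SD, n = 3), a log2 fold change of -0.90 (standard error 0.17, adjusted p = 0.158, with the block 0.162), and passed an adjusted p of 0.05 only without CD44-/- replicate 1 (0.0453). The transcription factor gene Srebf2 had 44.6 ± 4.61 FPKM (SD, n = 3) and 35.2 ± 3.85 FPKM (SD, n = 3), a log2 fold change of -0.34 (standard error 0.10, adjusted p = 0.385, with the block 0.290).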

Down regulated genes included phospholipase (*PL)A2*γ*7, PLC*β*1, Plin1, Srebf2, LDLR*, all involved in lipid homeostasis or its regulation. The transcription factor, Srebf2, is one of the master regulators of cholesterol homeostasis (38). 

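Expression was compared for 23 genes of cholesterol biosynthesis, a list of genes assigned to the pathway that was made before the data were examined. Of these 23 genes 20 were lower in CD44-/- AMs, with a median log2 fold change of -0.32. The groups did not overlap in 13 of the 23 genes, where chance gives 10%. The deviations of the 23 genes from the group means had a mean correlation of 0.362. This was above that of random gene lists of similar expression (permutation test, p = 0.0046), so the 13 genes are not independent results. The 9 genes in Figure 2D are the authors' own calls on the same samples, and 7 of these 9 were without overlap. Of all 23 genes, none had an adjusted p under 0.05 over all genes tested, 17 had one over the list alone, and 18 had an unadjusted p under 0.05. The mean log2 value of the 23 genes, centred on the 6 samples, was 0.16 ± 0.09 (SD, n = 3) in CD44+/+ AMs and -0.16 ± 0.12 (SD, n = 3) in CD44-/- AMs, without overlap (exact two-sided permutation test, p = 0.1). The camera test of limma, which sets a list against all other genes at a fixed inter-gene correlation of 0.01, gave an adjusted p = 2.61e-18 over 7 lists, and 5.22e-15 with the replicate block. The alternative that moved this most, chosen after the data were seen, estimated the inter-gene correlation from the samples and gave an adjusted p = 0.104. At the fixed correlation a split of the samples other than by genotype also gave a small camera p (1.46e-14, unadjusted). That split mixes the genotypes but keeps part of any difference between them. Of the genes in Figure 2D, Sqle had 32.3 ± 4.05 FPKM (SD, n = 3) in CD44+/+ AMs and 20.6 ± 4.12 FPKM (SD, n = 3) in CD44-/- AMs, a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.234, with the block 0.236). Hmgcs1 had 61.5 ± 2.35 FPKM (SD, n = 3) and 48.5 ± 7.74 FPKM (SD, n = 3), a log2 fold change of -0.35 (standard error 0.10, adjusted p = 0.394, with the block 0.328). Log2 fold changes of Idi1, Fdps, Hsd17b7, Cyp51, Sc5d and Msmo1 were also negative, and the values of the genotypes overlapped for Hsd17b7 and Sc5d. The 14 pathway genes outside Figure 2D had a median log2 fold change of -0.25, and 11 of them were lower. In 6 of the 14 genes the groups did not overlap. The mean correlation of the 14 was 0.132, not above that of random gene lists (permutation test, p = 0.411). An unadjusted p under 0.05 was reached by 9 of the 14, and an adjusted p under 0.05 over this list alone by 7. For the 14 genes the adjusted p from camera was 1.76e-07, 1.76e-06 with the block, and 0.104 with the estimated correlation.

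**Figure D2:**
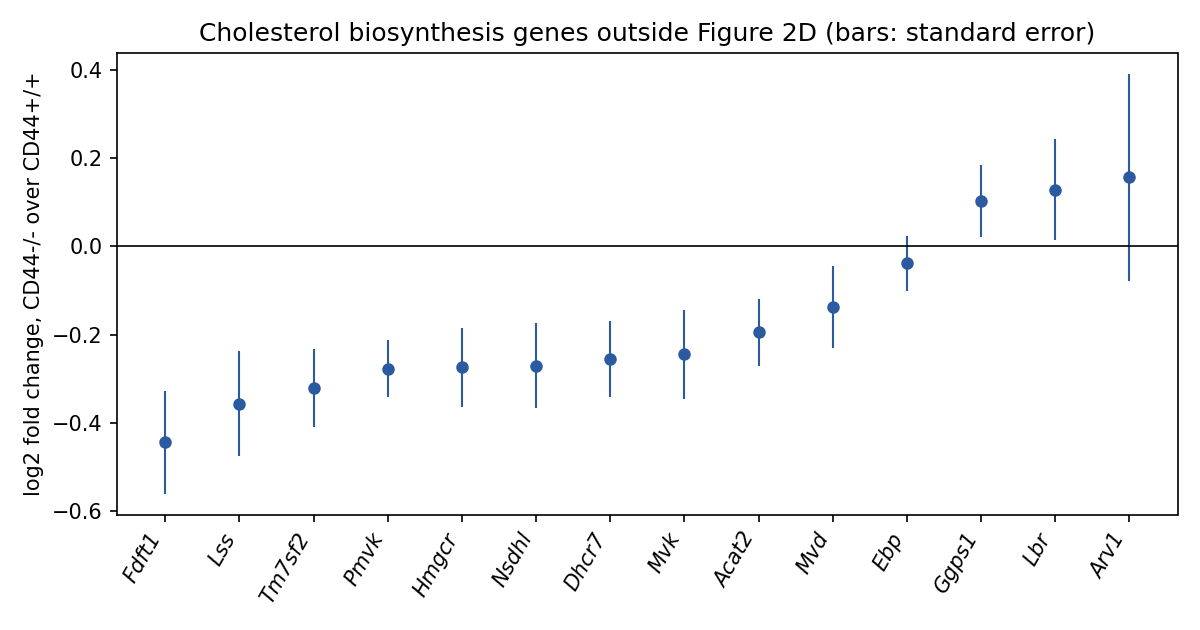
Log2 fold change (CD44-/- over CD44+/+, on the scale log2(FPKM + 0.1)) of 14 cholesterol biosynthesis genes outside Figure 2D, with bars for the standard error (3 samples per genotype). Of the 14 points, 11 lie below 0.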

In keeping with this, several genes in sterol/cholesterol synthesis were also downregulated (Figure 2D). The down regulation of genes involved in cholesterol synthesis and LDL uptake, and the upregulation of genes involved in sequestering lipids/cholesterol (*ApoE*) (39) and trafficking them out of the cell (*ABCA1*) (40), raised the possibility that the CD44^−/−^ AMs were responding to increased lipids/cholesterol.

**Figure 2:**
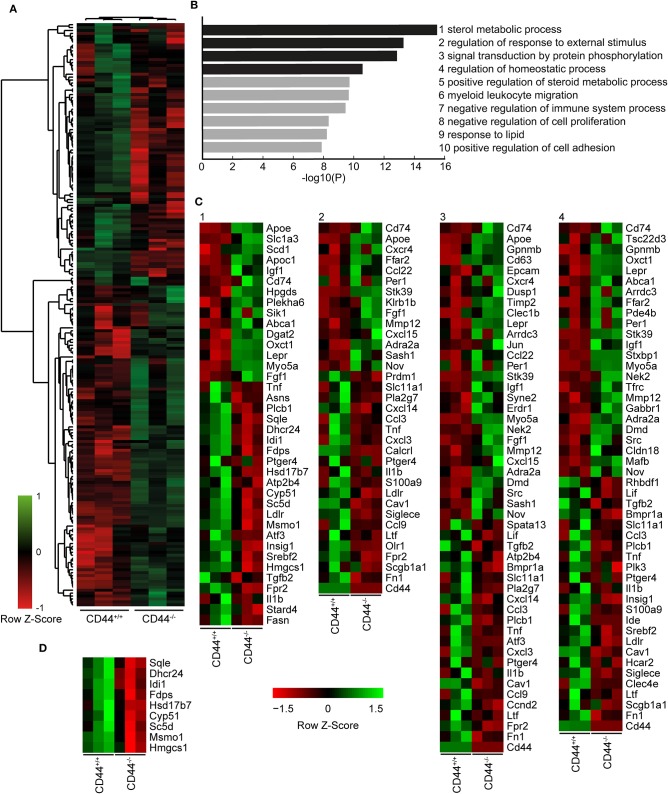
RNA sequencing analysis comparing CD44^+/+^ and CD44^−/−^ AMs. **(A)** Cuffdiff RNA sequencing analysis showing 200 significant differentially expressed genes (*q* < 0.05) between CD44^+/+^ and CD44^−/−^ AMs. Eighty-seven genes were decreased, and 113 genes were increased in CD44^−/−^ AMs. **(B)** Top 10 most significant Gene Ontology pathways associated with the significant differentially expressed genes analyzed by Metascape. **(C)** Heatmap of normalized FPKM of differentially expressed genes in the top four pathways of Metascape. **(D)** Heatmap of normalized FPKM of differentially expressed genes associated with the Cholesterol Biosynthesis Process, R-MMU-191273. Data are from three independent samples from a total of eight mice for both CD44^+/+^ and CD44^−/−^ AMs.

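The list of 200 genes in Supplementary Table 1, with 113 higher and 87 lower, is the authors' own set of calls. Of these genes 199 were above the limit of 0.5 FPKM, and 199 had the direction of the list in the limma comparison, which uses the same samples. An unadjusted p under 0.05 was reached by 157 of them. The number with an adjusted p under 0.05 was 10 over all genes tested and 147 over the list alone, and the latter shows no stability since the list came from these data. With the replicate block 7 of the list's genes passed over all genes tested. In 120 of the 199 genes the values of the genotypes did not overlap, and in 79 they did, while 11.6% of all tested genes were without overlap and chance gives 10%. Erythroid and airway secretory genes in the list (3 and 8 genes) belong to groups that varied together between samples of one genotype, with a mean correlation of 0.954 and 0.714. Fig. 2C also has panels for the response to external stimulus (35 genes, 14 higher), protein phosphorylation (50 genes, 28 higher) and homeostatic processes (48 genes, 24 higher). No overlap between genotypes was seen in 18, 28 and 28 genes of these panels. An adjusted p under 0.05 was reached by 3, 3 and 4 genes of these panels, and by 2, 2 and 3 with the block. The Metascape analysis was not repeated. From the lower transcripts of cholesterol synthesis and the higher ApoE and ABCA1, the paper proposes that CD44-/- AMs were responding to more lipid and cholesterol.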

### Lipidomic Analysis Reveals Altered Lipid Levels in the BAL Supernatant and Cell Pellet of CD44^−/−^ Mice

To investigate if the transcriptional changes in CD44^−/−^ AMs affected lung lipid surfactant homeostasis in CD44^−/−^ mice, we employed a lipidomic approach. Lipids were extracted from the BAL supernatant and cell pellet of CD44^+/+^ and CD44^−/−^ mice and subjected to LC-MS analysis. From principal component analysis, the lipids from the cell pellet showed a clear difference between the CD44^+/+^ and CD44^−/−^ samples, whereas the difference between the lipids from the BAL supernatant was less clear (Figures 3A,B). The volcano plots showed a general trend of more lipids present in the CD44^−/−^ samples, with greater differences observed in the cell pellet (Figures 3C,D). There were 429 lipid moieties identified from the BAL supernatant, and out of these, 52 were significantly changed (*p* < 0.05) by 1.5-fold or more in the CD44^−/−^ samples. The majority of these, 49/52, were increased in the CD44^−/−^ AMs, typically by 1.5–2-fold (Supplementary Table 2). The five most significantly changed lipids were three moieties of PC and lysophosphatidylglycerol (LPG) which were upregulated, while phosphatidyl serine (PS) was downregulated 4-fold. In the BAL cell pellet, 658 lipids moieties were detected, and out of these, 241 were significantly different: 186 lipids were more abundant and 55 were less abundant in the CD44^−/−^ samples (Supplementary Table 3). In these samples the fold differences varied from 10-fold less to 18 times more. Six out of the top ten most significant changes were increases in PC moieties in the CD44^−/−^ cell pellet. Over 5-fold increases were observed with specific TAG, DAG, PA, PC, PG, and PE moieties. Notably, specific oxidized phospholipids (OxPLs) were increased up to 11-fold in the CD44^−/−^ cell pellet, and cholesterol was 2.6-fold higher. Overall, there were many lipid moieties that were present at higher levels in the CD44^−/−^ BAL supernatant and cell pellet. When the lipids were grouped into their main classes and compared, the overall differences in the BAL supernatant were small, with a 1.1–1.5-fold increase in the CD44^−/−^ samples, yet significant changes occurred for PC and lysophospholipids. Larger increases (1.7–2.6-fold) were observed in the CD44^−/−^ cell pellet for cholesterol and the most prevalent lipids: PC, PE, PG and fatty acids, with 3.6-fold greater levels observed for OxPLs (Figure 3E).

**Figure 3:**
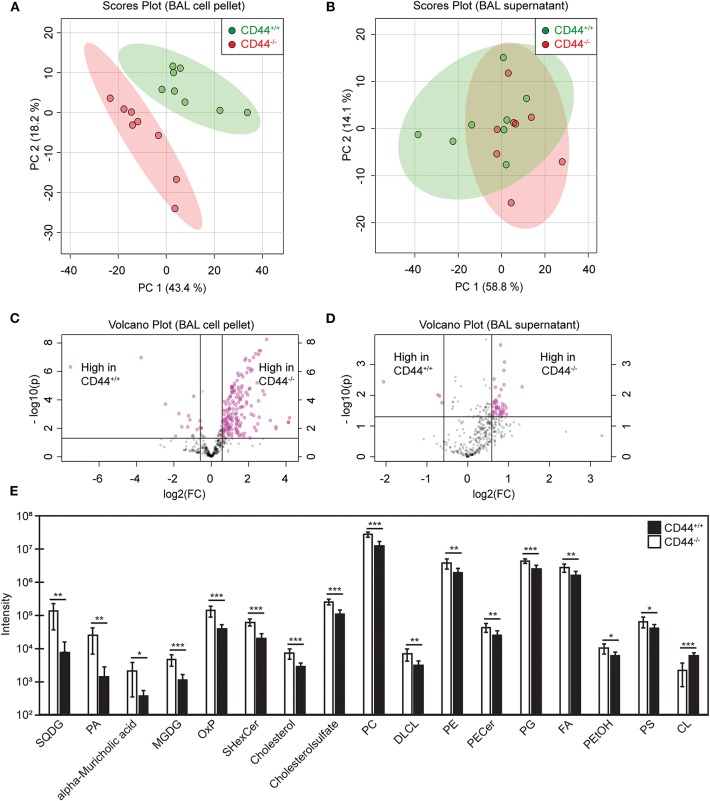
Univariant and multivariant analysis of the differences in lipid composition between CD44^+/+^ and CD44^−/−^ BAL samples. **(A,B)** Principal component analysis showing lipid differences from the BAL cell pellets and supernatants from CD44^+/+^ and CD44^−/−^ mice. **(C,D)** Volcano plots comparing the differences in lipid levels measured from the BAL cell pellets and supernatants from CD44^+/+^ and CD44^−/−^ mice. Pink dots represent lipid species with >1.5-fold difference between CD44^+/+^ and CD44^−/−^ samples, with *p* < 0.05. **(E)** Graph showing lipids and lipid classes that are significantly different between CD44^+/+^ and CD44^−/−^ BAL cell pellets. Data show the average from 8 CD44^+/+^ and 8 CD44^−/−^ female mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, using a two tails distribution, homoscedastic *t* test in Microsoft Excel.

### CD44^−/−^ AMs Have More Lipid Droplets, Increased ROS and Higher OxPC Levels

To corroborate the findings from the lipidomic experiments, PC and cholesterol levels were measured by ELISA and gas chromatography, respectively, and both were significantly increased in the BAL supernatant from CD44^−/−^ mice (Figures 4A,B). In addition, BODIPY 493/503, a dye that labels neutral lipids/lipid droplets was used to measure lipid levels in AMs. By confocal microscopy, we observed an increase in the number and size of lipid droplets in CD44^−/−^ AMs, and by flow cytometry we observed a significant increase in MFI of BODIPY, indicating a higher neutral lipid content (Figures 4C,D). These data further support a buildup of lipids in the BAL supernatant and AMs from CD44^−/−^ mice.

**Figure 4:**
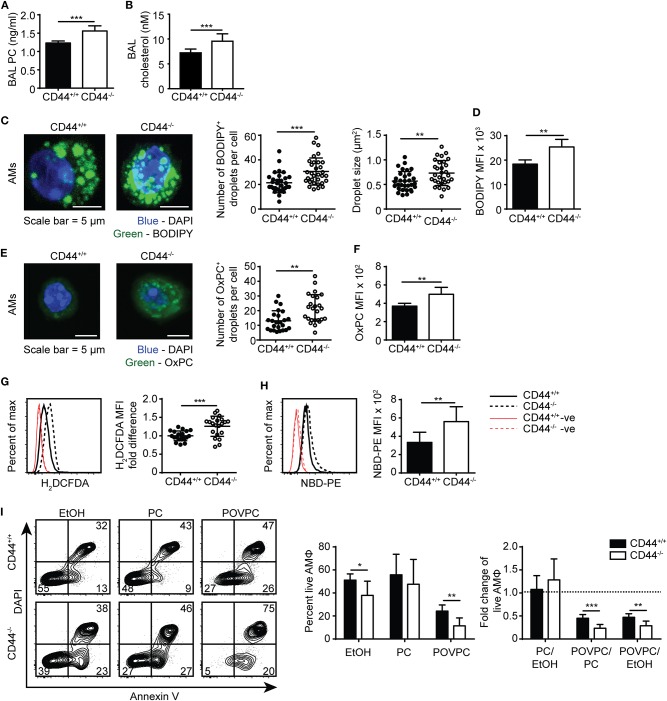
Lipid droplet and oxidized PC levels are elevated in CD44^−/−^ AMs. **(A)** Surfactant PC levels in the BAL supernatant of CD44^+/+^ and CD44^−/−^ mice measured by ELISA. **(B)** Concentration of cholesterol in BAL from CD44^+/+^ and CD44^−/−^ mice measured by thin layer chromatography. **(C)** Representative confocal microscopy (z-stack) of *ex vivo* CD44^+/+^ and CD44^−/−^ AMs labeled with BODIPY and DAPI, and the number and size of BODIPY^+^ droplets per CD44^+/+^ or CD44^−/−^ AM. **(D)** MFI of BODIPY labeled CD44^+/+^ and CD44^−/−^ AMs by flow cytometry, after subtraction of autofluorescence MFI. **(E)** Representative confocal microscopy (z-stack) of *ex vivo* CD44^+/+^ and CD44^−/−^ AMs labeled with the anti-OxPC antibody, E06, and DAPI, and the number of E06^+^ droplets per CD44^+/+^ or CD44^−/−^ AM. **(F)** MFI of OxPC levels in CD44^+/+^ and CD44^−/−^ AMs (after subtraction of autofluorescence MFI) using the anti-OxPC antibody E06 and flow cytometry. **(G)** Representative histograms and graphs comparing H_2_DCFDA labeling of ROS and **(H)** NBD-PE in CD44^+/+^ and CD44^−/−^ AMs. **(I)** Representative flow cytometry plots of CD44^+/+^ and CD44^−/−^ AMs treated with EtOH, PC, or POVPC labeled with Annexin V and DAPI. Bar graphs show the percent live CD44^+/+^ or CD44^−/−^ AMs (Annexin V^−^ DAPI^−^) after EtOH, PC, or POVPC treatment for 1 h, and compares the fold change in percent live CD44^+/+^ or CD44^−/−^ AMs with different treatments. Data show an average of three to five CD44^+/+^ and CD44^−/−^ mice from each experiment ± SD, repeated twice, or five times **(G)**; three to four cells were analyzed per mouse in confocal imaging, from three to five mice per experiment, over two experiments. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, non-paired Student's *t*-test.

To further investigate the increased presence of oxidized phospholipids in CD44^−/−^ AMs, we used the E06 antibody that recognizes oxidized phosphatidylcholine (OxPC) (41). By confocal microscopy there was an increased number of OxPC droplets per cell and flow cytometry revealed a greater MFI in the CD44^−/−^ AMs (Figures 4E,F). Labeling the AMs with a cell permeant fluorogenic dye that measures cellular ROS activity (H_2_DCFDA), showed a small but significant increase in ROS activity in the CD44^−/−^ AMs compared to the CD44^+/+^ AMs (Figure 4G). An increased accumulation of lipids and oxidized lipids in the cell are signs of a foamy macrophage and phospholipidosis (42), and this was further supported by the increased labeling of NBD-PE by CD44^−/−^ AMs (Figure 4H). To determine if the increased lipid and OxPC accumulation in CD44^−/−^ AMs resulted in increased oxidized lipid-induced toxicity, CD44^+/+^ and CD44^−/−^ AMs were incubated with the oxidized phospholipid, POVPC, *in vitro* and compared with PC or the vehicle control (1% ethanol). The loss in AM viability caused by POVPC relative to ethanol or PC treatment was significantly greater in CD44^−/−^ AMs compared to CD44^+/+^ AMs (Figure 4I), indicating increased sensitivity to OxPC-induced cellular toxicity.

### The Inflammatory Response to OxPC Is Exacerbated in CD44^−/−^ Mice

During an inflammatory response, there is increased oxidation of lung surfactant lipids, which can be cytotoxic to AMs if they accumulate. This oxidized lipid-induced cytotoxicity causes lung damage and further drives the inflammatory response (15, 16). To determine if the increased sensitivity of CD44^−/−^ AMs to OxPC observed *in vitro* translated into a more severe inflammatory response in CD44^−/−^ mice, we used a mouse model of OxPC-driven lung inflammation. POVPC was delivered i.t. to CD44^+/+^ and CD44^−/−^ mice and their weight loss was monitored over time (Figure 5A). Analysis of the cells in the BAL 3 days after POVPC instillation, showed leukocyte infiltration including monocytes, neutrophils, eosinophils, and CD11b^−^ cells, indicative of an inflammatory response in both CD44^+/+^ and CD44^−/−^ mice (Figure 5B). Apart from the tissue resident AMs, there were significantly greater numbers of other leukocytes (neutrophils, monocytes, eosinophils) in the BAL from CD44^−/−^ mice (Figure 5C). Protein and HA levels, both indicators of lung inflammation and damage (23, 28, 29), were also increased after POVPC treatment and were higher in the BAL from CD44^−/−^ mice (Figures 5D,E). There was also increased HA detected by HABP labeling in the lung tissue of CD44^−/−^ mice 3 days after POVPC treatment, a sign of increased lung inflammation (Figures 5F,G). Thus, the increased sensitivity to OxPC toxicity in CD44^−/−^ AMs leads to increased lung damage and greater lung inflammation.

**Figure 5:**
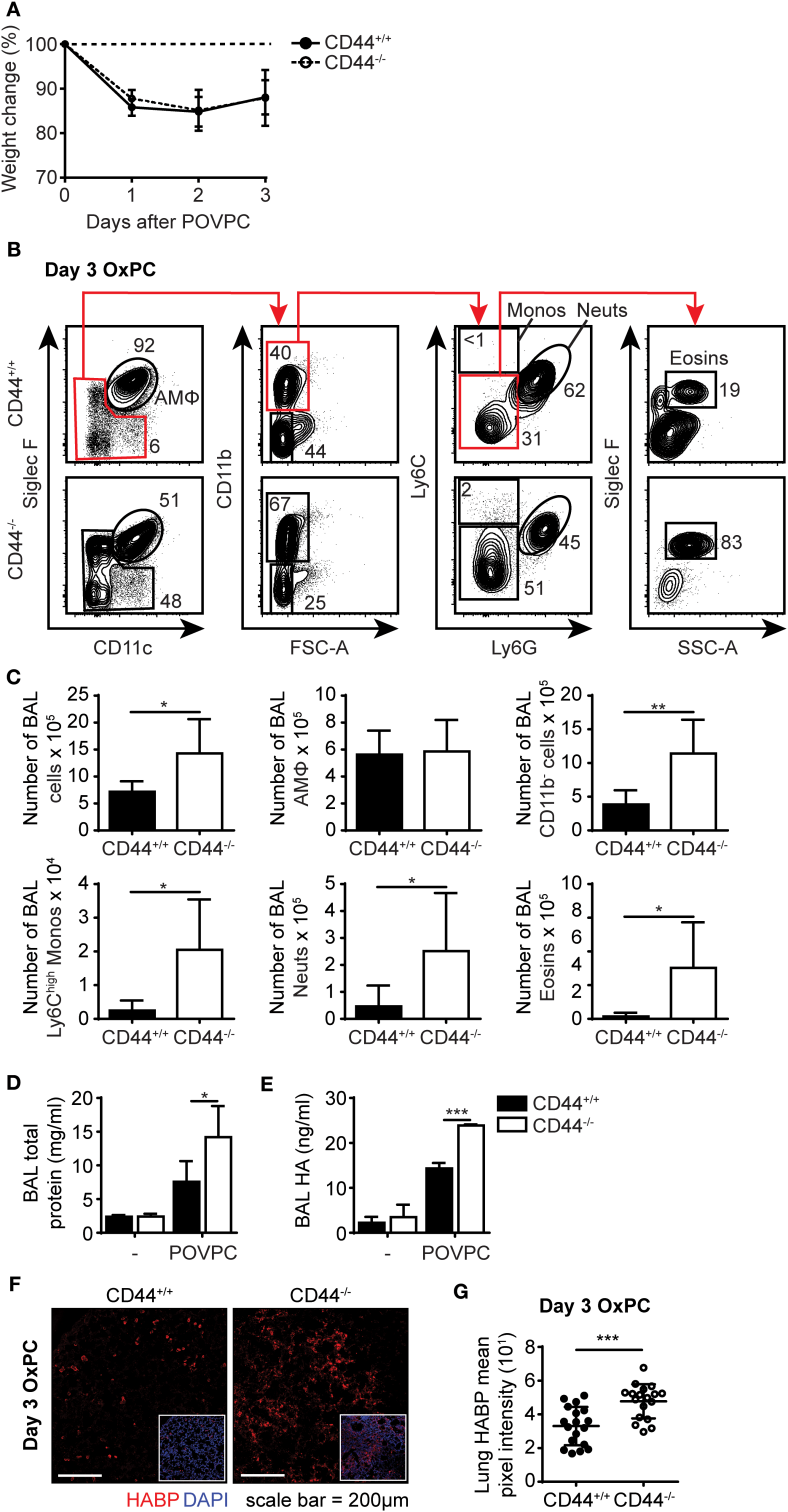
POVPC induced pulmonary inflammation is exacerbated in CD44^−/−^ mice. **(A)** Percent weight change over 3 days from CD44^+/+^ and CD44^−/−^ mice treated with i.t. POVPC. **(B)** Representative flow cytometry plots showing the gating (after live/dead and sizing gating) and proportion of AMs, Ly6C^high^ monocytes, neutrophils, eosinophils, and CD11b^−^ cells in the BAL of CD44^+/+^ and CD44^−/−^ mice 3 days after POVPC instillation. **(C)** Graphs comparing the number of total BAL cells, AMs, CD11b^−^ cells, Ly6c^high^ monocytes, neutrophils, and eosinophils in the BAL of CD44^+/+^ and CD44^−/−^ mice 3 days after POVPC instillation **(D)** Level of total protein in the BAL supernatant of CD44^+/+^ and CD44^−/−^ mice treated with or without POVPC measured by BCA. **(E)** Level of HA in the BAL of CD44^+/+^ and CD44^−/−^ mice treated with or without POVPC measured by ELISA. **(F)** Confocal microscopy and **(G)** graphs comparing HABP mean pixel intensity from CD44^+/+^ and CD44^−/−^ lung sections at 3 days after POVPC treatment. Data show an average of two experiments ± SD, each with three to five CD44^+/+^ and CD44^−/−^ mice. Data from confocal microscopy are pooled from 18 CD44^+/+^ and CD44^−/−^ POVPC lung sections, from two experiments each with three to five mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, non-paired Student's *t*-test and (**G** only) Welch's *t*-test with Welch's correction.

### The Effect of the Alveolar Environment on CD44^−/−^ AMs

To further understand the cause of this lipid accumulation in the AMs and the BAL of CD44^−/−^ mice, we sought to distinguish between intrinsic and extrinsic AM factors. To address the contributions of the alveolar environment on the AMs, we performed short-term adoptive transfer of CD44^−/−^ AMs into the alveolar space of CD44^+/+^ mice and vice versa. CD44^−/−^AMs expressing the CD45.2 allele, were instilled into the trachea of CD44^+/+^ BoyJ mice expressing the CD45.1 allele and the BAL analyzed 7 days later (Figure 6A). After being transferred to a normal alveolar environment, the CD45.2^+^ CD44^−/−^ AMs decreased expression of CD36 (Figures 6B,C), consistent with CD36 expression responding to the reduced lipid surfactant environment of the CD44^+/+^ mice and indicative of an extrinsic effect. However, BODIPY, SSC-A and CD11c levels did not drop significantly, suggesting an intrinsic defect. In contrast, when CD45.1^+^ CD44^+/+^ AMs were transferred into the trachea of the CD45.2^+^ CD44^−/−^ mice and analyzed 7 days later (Figure 6D), these AMs dramatically increased CD36 expression, to levels higher than the CD44^−/−^ AMs (Figures 6E,F). In addition, SSC-A and BODIPY levels increased to similar levels observed in CD44^−/−^ AMs, consistent with the wild-type cells responding to extrinsic changes in lipid surfactant levels in the lungs of CD44^−/−^ mice. To evaluate if the CD44^+/+^ AMs were directly responding to increased lipid levels in the lung surfactant of CD44^−/−^ mice, *ex vivo* CD44^+/+^ AMs were incubated with PC for 48 h *in vitro* then analyzed for neutral lipids using BODIPY, and CD36 expression. Both showed a significant increase in CD44^+/+^ AMs (Figures 6G–I), demonstrating a direct response to extrinsic changes in extracellular PC. Together, these data suggest both intrinsic and extrinsic defects affect CD44^−/−^ AMs, which impact intracellular lipid levels and CD36 expression, respectively.

**Figure 6:**
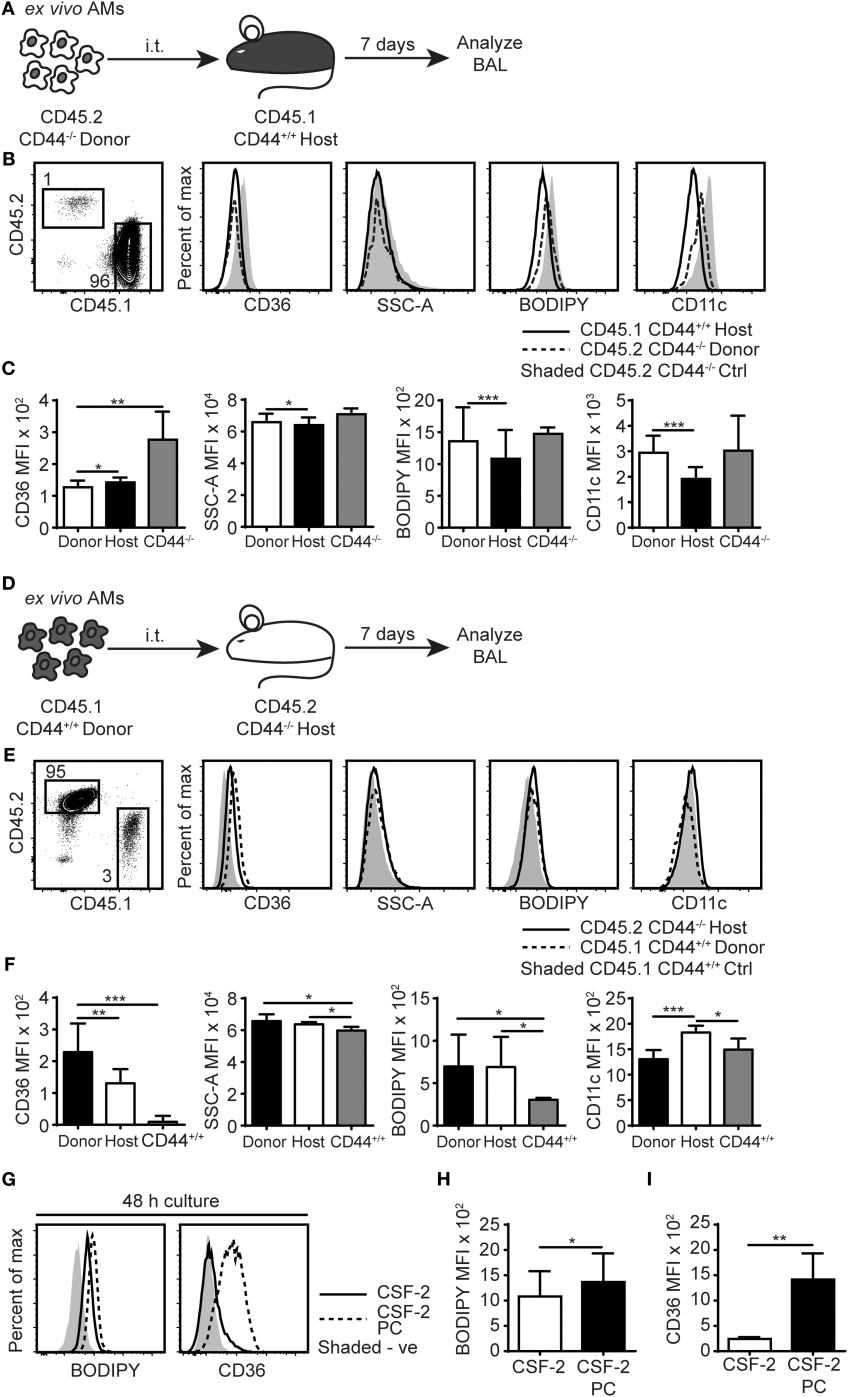
AMs lipid homeostasis is controlled by the extracellular milieu and the expression of CD44. **(A)** Schematic diagram showing donor AMs isolated from CD45.2^+^ CD44^−/−^ mice are transferred by i.t. into CD45.1^+^ CD44^+/+^ host mice and analyzed 7 days later. **(B)** Representative flow cytometry plots comparing the SSC-A, BODIPY, CD36, and CD11c levels by CD45.2^+^ CD44^−/−^ donor AMs and CD45.1^+^ CD44^+/+^ host AMs with control CD45.2^+^ CD44^−/−^ mice, 7 days after adoptive transfer. **(C)** Graphs comparing SSC-A, BODIPY, CD36, and CD11c MFI of CD45.2^+^ CD44^−/−^ donor AMs, CD45.1^+^ CD44^+/+^ host AMs, and *ex vivo* CD44^−/−^ AMs. **(D)** Schematic diagram showing donor AMs isolated from CD45.1^+^ CD44^+/+^ mice are transferred by i.t. into CD45.2^+^ CD44^−/−^ host mice and analyzed 7 days later. **(E)** Representative flow cytometry plots comparing the SSC-A, BODIPY, CD36, and CD11c levels in CD45.1^+^ CD44^+/+^ donor AMs and CD45.2^+^ CD44^−/−^ host AMs compared with CD45.1^+^ CD44^+/+^ control mice, 7 days after adoptive transfer. **(F)** Graphs comparing SSC-A, BODIPY, CD36, and CD11c MFI of CD45.1^+^ CD44^+/+^ donor AMs, CD45.2^+^ CD44^−/−^ host AMs, and *ex vivo* CD44^+/+^ AMs. **(G)** Representative flow cytometry histograms comparing the BODIPY and CD36 MFI of AMs after 48 h culture in CSF- 2, or CSF-2 and PC. **(H,I)** Graphs comparing BODIPY labeling and CD36 expression by AMs cultured in CSF- 2, or CSF-2 and PC for 48 h. For adoptive transfer experiments, data show an average of two experiments ± SD, each with three to five mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, paired (donor AMs vs. host AMs) and non-paired Student's *t*-test (CD44^−/−^ donor AMs vs. *ex vivo* CD44^−/−^ AMs or CD44^−/−^ host AMs vs. *ex vivo* CD44^+/+^ AMs). For *in vitro* cell culture experiments, data show an average of two experiments ± SD, each with three to five mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, paired Student's *t*-test.

To further evaluate the defects in CD44^−/−^ AMs, we performed bone marrow reconstitution experiments on irradiated mice. We reconstituted irradiated CD45.1^+^ CD44^+/+^ mice with CD45.2^+^ CD44^−/−^ bone marrow (Figure 7A). After allowing several weeks for reconstitution of the AM compartment, CD44^−/−^ AMs were isolated from the BAL and had a similar phenotype to CD44^−/−^ AMs isolated from CD44^−/−^ mice, namely similar levels of BODIPY, CD36 and CD11c (Figures 7B,C). We also reconstituted irradiated CD44^+/+^ mice with 50% CD44^+/+^ and 50% CD44^−/−^ bone marrow and analyzed both CD44^+/+^ and CD44^−/−^ AMs from the same lung environment after allowing at least 7 weeks for reconstitution of the lung macrophage compartment (Figure 7D). This competitive transfer leads to the dominance of CD44^+/+^ AMs over CD44^−/−^ AMs in an 80:20 ratio, as CD44^−/−^ AMs are less able to survive (12). Analysis of both the CD44^+/+^ and CD44^−/−^ AMs from the same mice showed that the CD44^−/−^ AMs were significantly higher in SSC and CD11c levels (Figure 7E), indicative of an intrinsic defect. Together, these results show the ability of CD44^−/−^ AMs to regulate CD36 expression in response to changes in the lung environment, but an inability to decrease their lipid content or reduce CD11c levels, indicating both cell extrinsic and intrinsic changes in CD44^−/−^ AMs.

**Figure 7:**
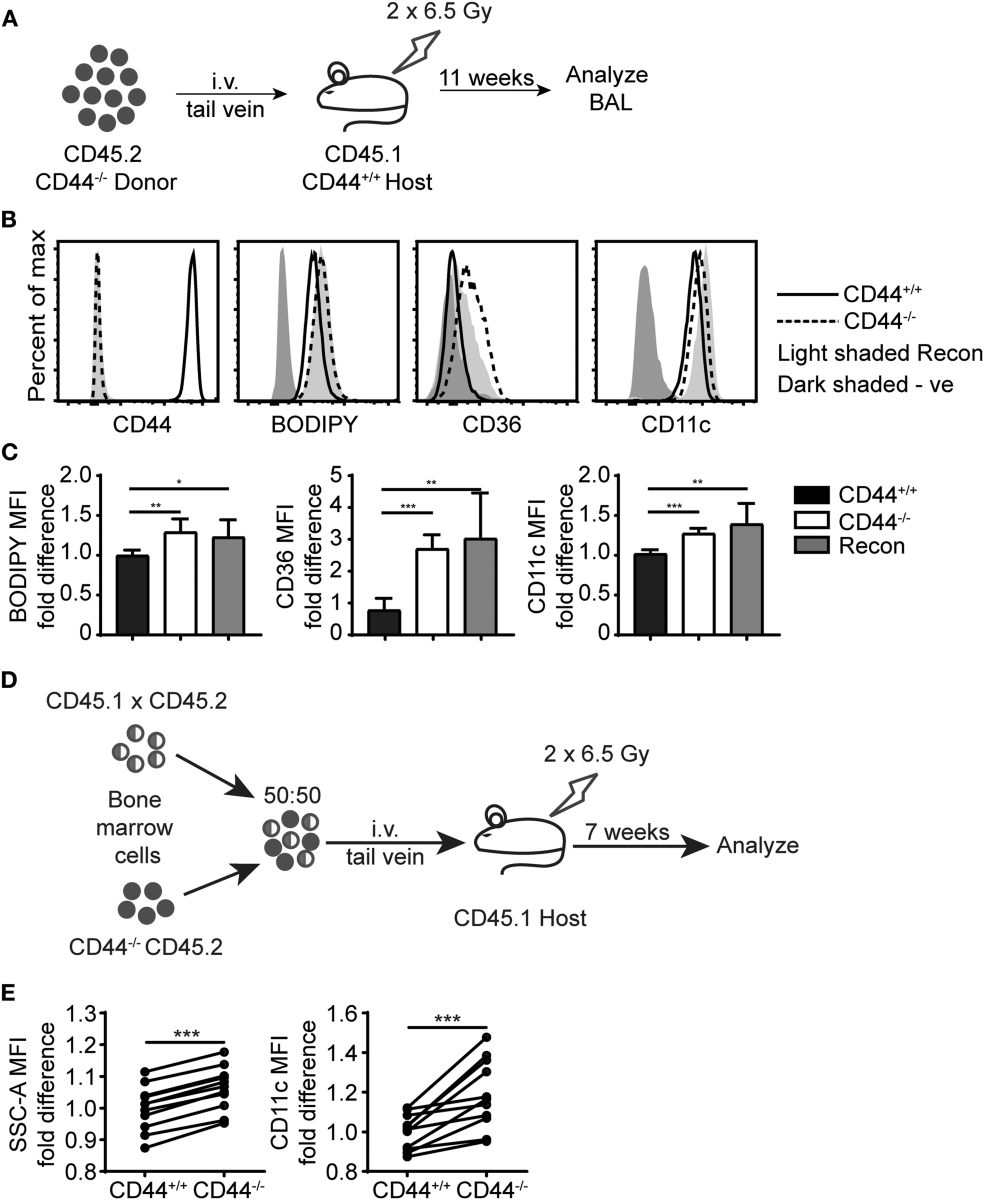
Cell intrinsic defects in CD44^−/−^ AMs are preserved after long term BM reconstitution. **(A)** Schematic showing the BM reconstitution experiment where BM cells from CD44^−/−^ mice were injected into lethally irradiated CD44^+/+^ host mice and analyzed 11 weeks later. **(B)** Representative flow cytometry plots comparing the CD44, BODIPY, CD36, and CD11c levels of AMs from CD44^+/+^ mice and CD44^−/−^ mice, as well CD44^−/−^ AMs reconstituted in CD44^+/+^ mice. **(C)** Graphs comparing the fold difference of BODIPY, CD36, and CD11c of AMs from CD44^+/+^ mice and CD44^−/−^ mice, as well CD44^−/−^ AMs reconstituted in CD44^+/+^ mice. **(D)** Schematic showing the BM reconstitution experiment where BM cells from CD44^+/+^ and CD44^−/−^ mice were injected at equal proportions into lethally irradiated host mice to study the role of CD44 in AM repopulation. **(E)** Graphs comparing the fold difference in the granularity (SSC-A) and CD11c between CD44^+/+^ and CD44^−/−^ AMs in the BAL after 7 weeks in competition, as measured by flow cytometry. Data show an average of two experiments ± SD, each with three to five mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001 unpaired Student's *t*-test.

### CSF-2 Partially Restored Lipid Surfactant Homeostasis in CD44^−/−^ BAL but Did Not Reduce Lipid Droplets in CD44^−/−^ AMs

While the reduced numbers of CD44^−/−^ AMs (12) could contribute to increased PC and cholesterol levels in the BAL, the adoptive transfer and competitive reconstitution experiments suggested an intrinsic defect in the ability to catabolize lipids in the CD44^−/−^ AMs, which was also supported by the lipidomic data. Lipid droplet accumulation and the foamy AM phenotype is a feature of immature AMs that arise after the deletion of CSF-2, PPARγ or TGFβ, which are important for maturation and survival (2–5). 

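Tgfb1, on chromosome 7, had 221 ± 7.81 FPKM (SD, n = 3) in CD44+/+ AMs and 219.7 ± 5.51 FPKM (SD, n = 3) in CD44-/- AMs, with overlap. Its log2 fold change was -0.01 (standard error 0.05, adjusted p = 0.989, with the block 0.971), and after quantile normalization 0.00065. Tgfb2, on chromosome 1 from 186623186 to 186705992, had 2.44 ± 0.574 FPKM (SD, n = 3) in CD44+/+ AMs and 1.72 ± 0.402 FPKM (SD, n = 3) in CD44-/- AMs. This log2 fold change of -0.48 (standard error 0.22, adjusted p = 0.665, with the block 0.594) came with overlapping groups (exact two-sided permutation test, p = 0.2). Within each sample Tgfb1 was 70.4 to 169 times as high as Tgfb2 in FPKM.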

While the RNAseq data showed reduced TGFβ2 transcript levels in CD44^−/−^ AMs, these transcripts were very low compared to the levels of TGFβ1 transcripts, which did not differ between normal and CD44^−/−^ AMs (geo accession no: GSE138445). CSF-2 induces PPARγ expression (4) and upregulates CD11c expression in bone marrow derived macrophages (12), and both CSF-2 and PPARγ agonists promote CD44-mediated HA binding (12). It is possible that some of the downstream effects of CSF-2 or PPARγ could be mediated via CD44 and its interaction with HA, which then promotes AM survival (12). Since CSF-2 also attenuates bleomycin-induced lipid accumulation in the alveolar space (16), we determined if CSF-2 could rescue the defects in surfactant lipid homeostasis caused by CD44 deficiency. CSF-2 was given daily to the CD44^−/−^ mice by i.t. for 7 days, then the BAL from the mice was analyzed. While CSF-2 instillation did not significantly alter the composition of cells in the BAL (Figure 8A), it did increase CD44^−/−^ AM numbers (Figure 8B) and decrease the concentration of PC in the BAL (Figure 8C). There was a concomitant reduction in CD36 expression in the CD44^−/−^ AMs, but no significant changes were observed in their granularity (SSC-A), neutral lipid content (measured by BODIPY), or the expression of CD11c (Figures 8D,E). This suggests that the reduced number of AMs contributes to increased lipid surfactant levels and concomitantly, increased levels of CD36. However, CSF-2 does not rescue the cell intrinsic defect of accumulated lipids in CD44^−/−^ AMs.

**Figure 8:**
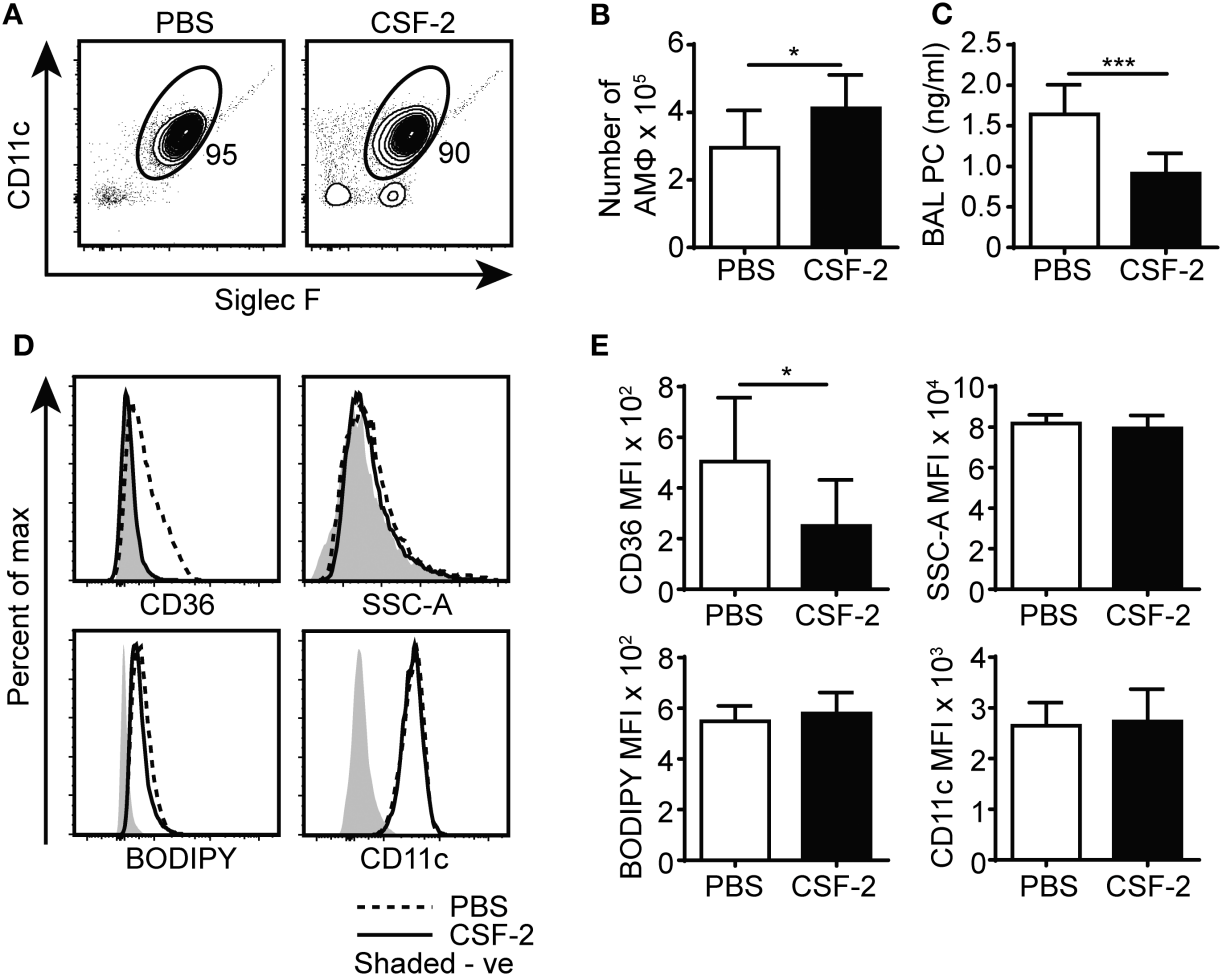
CSF-2 induces AM proliferation and rescues aberrant pulmonary surfactant PC accumulation in CD44^−/−^ mice. **(A)** Representative flow cytometry plots showing the proportion of BAL AMs from CD44^−/−^ mice after 7 days of PBS or CSF-2 treatment. **(B)** Number of AMs in the BAL from CD44^−/−^ mice after PBS or CSF-2 treatment. **(C)** BAL PC concentration from CD44^−/−^ mice after PBS or CSF-2 treatment. **(D)** Representative flow cytometry histograms comparing the phenotype of AMs from CD44^−/−^ mice after 7 days of PBS or CSF-2 treatment. **(E)** Graphs comparing the MFI of SSC-A, BODIPY, CD36, and CD11c between AMs from CD44^−/−^ mice after 7 days of PBS or CSF-2 treatment. Data show an average of two experiments ± SD, each with three to five mice. Background MFI of autofluorescence from unlabeled CD44^+/+^ and CD44^−/−^ cells were, respectively, subtracted in the flow cytometry analysis. Significance indicated as ^*^p < 0.05, ^***^p < 0.001, non-paired Student's *t*-test.

### CD44^−/−^ AMs Have Reduced PPARγ Expression

PPARγ is an important transcriptional regulator of lipid metabolism (10) and this, coupled with its key role in AM maturation and survival (4), make it a potential candidate for contributing to the cell intrinsic defects present in the CD44^−/−^ AMs. Although no differences in PPARγ transcript levels were apparent from the RNAseq data, other forms of regulation such as PPARγ activation, cellular localization, or protein levels may be defective in CD44^−/−^ AMs. 

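Pparg, on chromosome 6 from 115360951 to 115490401, had 147 ± 10.8 FPKM (SD, n = 3) in CD44+/+ AMs and 144.5 ± 12.0 FPKM (SD, n = 3) in CD44-/- AMs. The log2 fold change was -0.03 (standard error 0.07, adjusted p = 0.985, with the block 0.913), and the groups overlapped (exact two-sided permutation test, p = 0.7). With each sample left out in turn it went from -0.09 to 0.03, so its sign was not fixed.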

Confocal microscopy showed that the majority of PPARγ in *ex vivo* CD44^+/+^ and CD44^−/−^ AMs was localized to the nucleus (Figure 9A). Both confocal microscopy and flow cytometry showed PPARγ protein was expressed at a slightly lower level in CD44^−/−^ AMs (Figures 9B,C). To determine if this was of functional significance, *ex vivo* CD44^+/+^ AMs were incubated for 48 h in the presence of CSF-2 and treated with a selective PPARγ antagonist, T-0070907 (43), to mimic conditions in the CD44^−/−^ AMs. The antagonist increased the levels of BODIPY, as well as CD36 and CD11c (Figures 9D,E). This suggests that the reduced expression/activation of PPARγ could contribute to the accumulation of lipids in CD44^−/−^ AMs.

**Figure 9:**
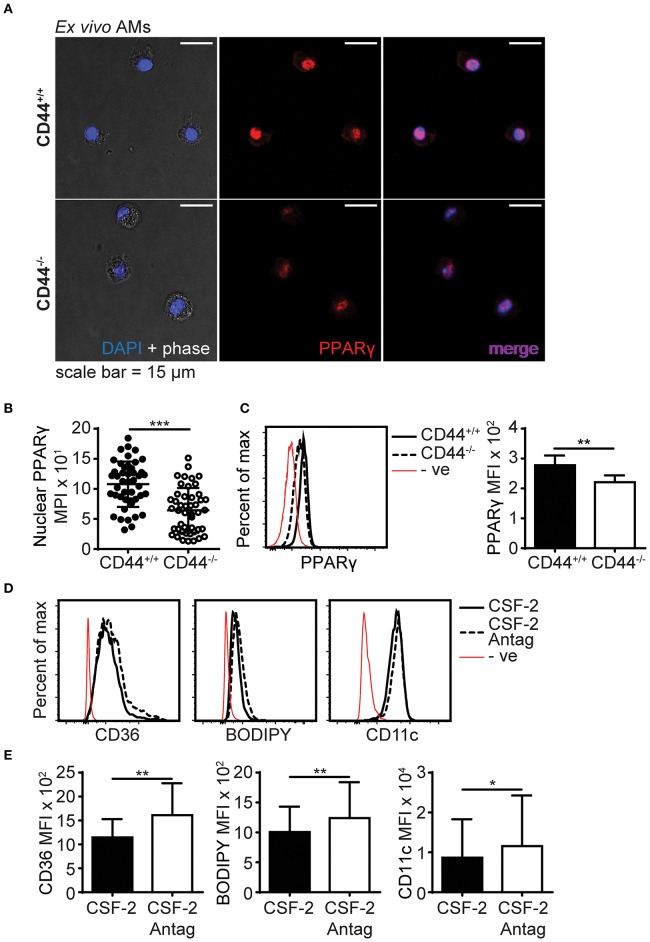
PPARγ expression is defective in CD44^−/−^ AMs. **(A)** Representative confocal microscopy showing CD44^+/+^ and CD44^−/−^ AMs labeled with intracellular PPARγ antibody and DAPI. **(B)** Comparison of nuclear PPARγ mean pixel intensity (MPI) between CD44^+/+^ and CD44^−/−^ AMs, determined by confocal microscopy. **(C)** Representative flow cytometry histograms and graphs comparing intracellular PPARγ expression between CD44^+/+^ and CD44^−/−^ AMs. **(D,E)** Representative flow cytometry histograms and graphs comparing the levels of CD36, BODIPY and CD11c levels by MFI (after subtraction of background autofluorescence) in CD44^+/+^ AMs cultured with CSF-2 or CSF-2 and the PPARγ antagonist T0070907 (Antag) for 48 h in culture. Data show an average of three to five mice from each experiment ± SD, repeated twice or three times; for confocal imaging three to four fields containing cells were analyzed per mice. Significance indicated as ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, non-paired Student's *t*-test.

## Discussion

AMs play an important role in maintaining lung homeostasis and are responsible for the uptake of surfactant and oxidized surfactant lipids, their storage and catabolism (1). Here we report that CD44 deficiency disrupted lipid surfactant homeostasis in the alveolar space and led to intracellular lipid accumulation in AMs. CD44^−/−^ AMs accumulated PC and cholesterol and had increased intracellular lipid droplets, giving the AMs a foamy appearance, with increased side scatter (SSC) and autofluorescence. CD44 deficiency in AMs led to the differential expression of 200 genes, several of which were involved in lipid metabolism and trafficking. The inability of CD44^−/−^ AMs to reduce intracellular lipid levels coupled with the reduced numbers of AMs in CD44^−/−^ mice resulted in the increase in lung surfactant lipids in the BAL supernatant. The inability to reduce intracellular lipid accumulation in CD44^−/−^ AMs may be attributed, at least in part, to the dysregulation of PPARγ.

Transcriptional analysis of CD44^+/+^ and CD44^−/−^ AMs identified the upregulation of genes involved in cholesterol efflux and trafficking in CD44^−/−^ AMs. These included *ApoE* (39), which was validated by qPCR (data not shown) and *ABCA1* (40), key genes downstream of PPARγ signaling. 

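Cd36, on chromosome 5 from 17781690 to 17888959, had 165 ± 16.7 FPKM (SD, n = 3) in CD44+/+ AMs and 141 ± 21.4 FPKM (SD, n = 3) in CD44-/- AMs, and the groups overlapped (exact two-sided permutation test, p = 0.3). The log2 fold change of the transcript was -0.23 (standard error 0.11, adjusted p = 0.694, with the replicate block 0.230). Across the 6 comparisons that each left out 1 sample, it stayed between -0.35 and -0.15.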

Although *CD36* gene levels were not significantly different by transcriptomic analysis, cell surface expression of CD36 was increased in CD44^−/−^ AMs, and this correlated with extracellular lipid levels. CD36 is a multi-functional scavenger receptor that binds oxidized lipids and fatty acids (37) and CD36 signaling promotes cholesterol efflux and inhibits cholesterol synthesis by activating PPARγ (44). The transcriptional analysis also predicted the down regulation of several genes in CD44^−/−^ AMs, including *srebf2*, a master transcriptional regulator of cholesterol and fatty acid synthesis (38, 45) and a cluster of genes associated with sterol/cholesterol synthesis. Together, these data suggest that CD44^−/−^ AMs are responding to increased exposure to lipids by activating gene pathways responsible for reducing lipid content, yet are still unable to reduce intracellular lipid content. Although PPARγ is a master transcriptional regulator of lipid metabolism (8–10), its effects can be cell-type specific and complicated by the activation of its heterodimeric partner, RXR and other lipid regulated transcription factors such as LXR. While one may have predicted that PPARγ would have been more active in CD44^−/−^ AMs, transcript levels were not different and slightly less, not more, PPARγ protein levels were found in the nucleus of CD44^−/−^ AMs.

In AMs, PPARγ expression is induced by CSF-2 and TGFβ and is critical for their development (4). PPARγ upregulates genes important for the transcriptional identity of AMs, including molecules involved in the intracellular binding, storage and metabolism of lipids, which help prevent foam-cell formation and protect against lipotoxicity (4, 9, 10, 46). PPARγ deficiency in AMs causes significant accumulation of cholesterol and phospholipids in the BAL supernatant (47, 48) and leads to immature AMs that have increased lipid droplets (4). This is consistent with the results here, where we found slightly reduced levels of PPARγ in the nucleus of CD44^−/−^ AMs. The upregulation of BODIPY^+^ lipid droplets and CD36 on CD44^+/+^ AMs after *in vitro* culture with a PPARγ antagonist also supports the idea that reduced PPARγ activity mimics the CD44^−/−^ AM phenotype. However, in addition to lipid induced activation of PPARγ, its activity can also be regulated at the translational and protein level. PPARγ protein is degraded via ubiquitination after ligand mediated activation (49), and so it is possible that CD44^−/−^ AMs have lower nuclear PPARγ levels because they have been exposed to greater levels of activating PPARγ ligands, leading to greater degradation.

Whether CD44 directly or indirectly modulates PPARγ activity remains to be addressed. In IL-1β stimulated chondrosarcoma cells, the addition of high molecular weight HA increases PPARγ expression at both the mRNA and protein level (50). It will be of interest to determine if there is a link between HA engagement by CD44 and PPARγ levels or activation. Alternatively, TGFβ can upregulate PPARγ expression (4) and RNAseq data did predict a reduction in TGFβ2 expression in CD44^−/−^ AMs, although not for the more highly expressed TGFβ1. In other cell types, CD44 and HA-binding modulate TGFβ responses by facilitating TGFβ cleavage and activation (51), or by promoting TGFβ receptor signaling (52).

Mice deficient in CSF-2, or harboring an AM-specific deletion of PPARγ, or the conditional deletion of TGFβR2, all produce CD11b^+^ immature foamy macrophages, which are unable to regulate lipid turnover leading to surfactant accumulation in the BAL and ultimately PAP (3–5). Their immature CD11b^+^ CD11c^low^ Siglec F^low^ phenotype is distinct from the phenotype of CD44^−/−^ AMs, which have high levels of mature AM markers: Siglec F, CD11c, CD206, CD200R, and Sirpα. However, CD44^−/−^ AMs also express low levels of CD11b and MHCII, and RNAseq analysis predicted an upregulation of *mafB*, a transcription factor that is normally down-regulated in mature cells, to allow self-renewal and terminal differentiation (53). It is possible some of the effects of CSF-2 on AMs maybe mediated by CD44 as CSF-2 induces HA binding by CD44 and this is known to promote the survival of AMs (12). Although exogenous CSF-2 restored AM numbers and reduced PC levels in the BAL of CD44^−/−^ mice, it did not impact the intracellular lipid accumulation in CD44^−/−^ AMs.

RNAseq predicted the altered expression of genes involved in cholesterol/sterol synthesis and trafficking, triglyceride synthesis and phospholipid catabolism in CD44^−/−^ AMs. This suggested dysregulation of lung lipid surfactant metabolism in CD44^−/−^ AMs, which was validated by measuring the lipids present in the BAL supernatant and cell pellet of the CD44^+/+^ and CD44^−/−^ mice. Although the molecular composition of lung surfactant has been analyzed in young and old mice (54), to our knowledge, this study is the first to provide a full lipidomic analysis of the lung surfactant and AMs. The major lipids present in lung surfactant include PC moieties (1, 7, 11), which were elevated in the CD44^−/−^ BAL supernatant and cell pellet. Lipidomic MS analysis of the cell pellets from CD44^+/+^ and CD44^−/−^ AMs showed greater accumulation of intracellular lipids including PC, PE, PG, fatty acids, cholesterol, and OxPLs in CD44^−/−^ AMs. These results were consistent with the observations from flow cytometry and confocal microscopy experiments which showed CD44^−/−^ AMs had higher BODIPY labeled neutral lipids and OxPC levels than CD44^+/+^ AMs. The increased cytotoxicity of OxPC in CD44^−/−^ AMs coupled with the observed increase in ROS and OxPC levels in these cells, resulted in an increased inflammatory response in the lungs of CD44^−/−^ mice exposed to oxidized lipids. This is of significance as oxidized lipids propagate an inflammatory response. Interestingly, mice exposed to bleomycin generate oxidized lipids (16) and CD44^−/−^ mice have significantly worse bleomycin-induced inflammation and lung damage compared to wild-type mice (28).

Overall, this work demonstrates a new role for CD44 in AMs in maintaining lipid surfactant homeostasis, a key function of AMs in the alveolar space. Dysregulation of lipid surfactant homeostasis in CD44^−/−^ AMs leads to a buildup of lipid surfactant and foamy AMs, and an increase in oxidized lipids exacerbates lung damage and inflammation. This work also raises the possibility that reduced numbers of AMs and compromised lipid surfactant metabolism, leading to increased lung damage and inflammation, are contributing factors to the development of secondary pulmonary alveolar proteinosis.

## Data Availability Statement

The datasets generated for this study can be found in the Geo database & SRA. GEO accession number: GSE138445.

## Ethics Statement

The animal study was reviewed and approved by the University of British Columbia Animal Care Committee.

## Author Contributions

YD initiated and developed the project and performed most of the experiments. AA, ZH, JG, GP, and SL-S provided input and performed experiments. MD provided technical support. CR provided supervision. TH oversaw the lipidomic experiments, provided financial support, and supervision. PJ developed and oversaw the project, provided supervision, and acquired funds. YD and PJ wrote the manuscript, with contributions from JG, which was reviewed by all authors.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: CD44 Loss Disrupts Lung Lipid Surfactant Homeostasis and Exacerbates Oxidized Lipid-Induced Lung Inflammation
**Source:** Front Immunol. 2020 Jan 30;11:29. doi: 10.3389/fimmu.2020.00029
**Supplement:** Supplementary file 4

## Supplemental Figures

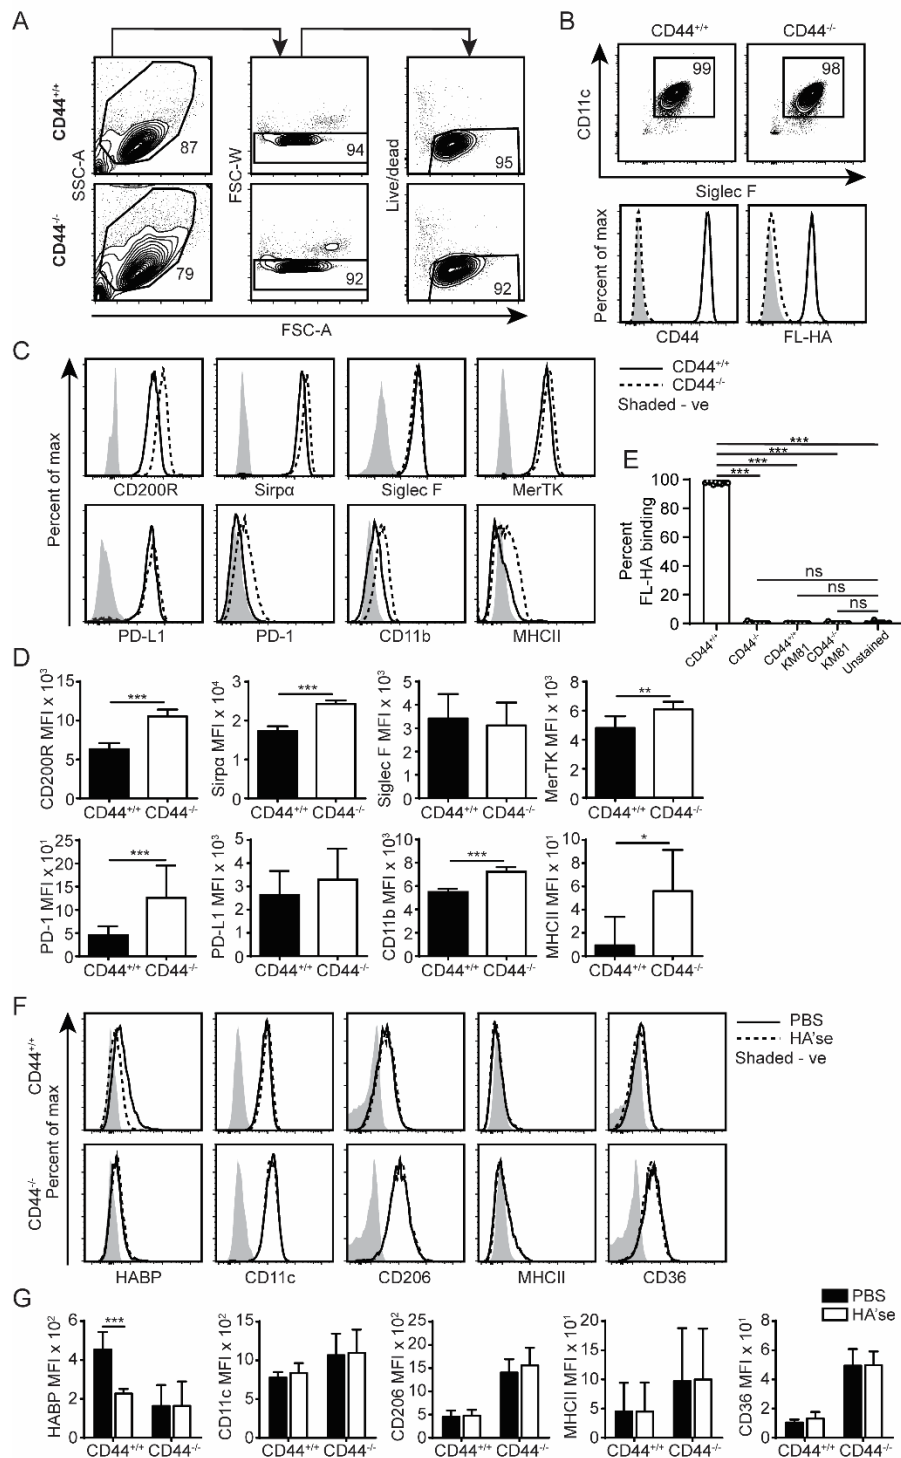

**Supplementary Figure 1.** Comparing the phenotype of CD44<sup>+/+</sup> and CD44<sup>-/-</sup> AMs in the presence or absence of cell associated HA. **(A)** and **(B)** Flow cytometry plots showing the gating strategy for cell size, singlets, and live dead cells to identify CD11c<sup>+</sup> Siglec F<sup>+</sup> HA binding CD44<sup>+/+</sup> AMs and HA non-binding CD44<sup>-/-</sup> AMs from the BAL of CD44<sup>+/+</sup> and CD44<sup>-/-</sup> mice, respectively. **(C)** Histogram flow cytometry plots and **(D)** bar graphs comparing the cell surface expression of CD200R, Sirpα, Siglec F, MerTK, PD-1, PD-L1, CD11b, and MHCII between CD44<sup>+/+</sup> and CD44<sup>-/-</sup> AMs. **(E)** Bar graph

fusion (red), and gene co-occurrence (blue); as well as other associations from text mining (olive), co-expression (black), and protein homology (purple).

**Reference (33):** Szklarczyk D, Gable AL, Lyon D, Junge A, Wyder S, Huerta-Cepas J, et al. STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res* (2019) 47(D1):D607-D13. doi: 10.1093/nar/gky1131.

How the deposited data were processed for this re-analysis (not part of the article)

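RNA of AMs from the BAL of female CD44+/+ and CD44-/- mice was sequenced in 3 samples per genotype, each a pool of mice. Genotype and replicate number were taken from the labels of the samples. The paper's text gives the pools in the order 4, 2 and 2 mice, but does not tie this order to the replicate numbers.

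The authors aligned the paired-end reads to mm10 with STAR and deposited FPKM values from Cufflinks for 24341 genes in the 6 samples. The FPKM values carry the authors' normalization for depth and transcript length, and no other scaling was applied in the main comparison. The deposited table also holds the authors' Cuffdiff p-values and q-values for CD44-/- against CD44+/+ AMs, which were used only where the text names the authors' deposited table. In that table the columns for gene name and position are in another order than the gene identifiers and per-sample values. The 2 name columns match in 0 rows. Positions and the Cuffdiff status were thus looked up by gene name, and Cuffdiff p-values and q-values by gene identifier. Positions were converted to a first base of 1. Gene types, and the position and length of Snora28, were taken from the GENCODE annotation (vM21). Of the gene identifiers, 101 hold more than 1 gene name and were kept as single genes. Rapgef6 lacked a value in 1 sample and was left out.

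All comparisons were made in R 4.3.3 with limma 3.58.1. Genes with a mean of at least 0.5 FPKM over the 6 samples (10800 genes) were compared on log2(FPKM + 0.1) by lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene with an adjusted p under 0.05 was counted as differentially expressed. Lists of genes were tested with camera at an inter-gene correlation of 0.01, adjusted over 7 lists: cholesterol biosynthesis, the same without the genes of Figure 2D, targets of the sterol sensor LXR, and markers of alveolar type 2 cells, airway secretory cells, erythroid cells and neutrophils. Lists of G2 and M phase and of S phase genes were added after the data were seen. Exact permutation tests over all splits of the samples were used for single genes, and Fisher's exact test for counts.

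Genes named in the text were set before the data were examined. They were the genes the paper names from the RNAseq data, Cd44, the genes of Figure 2D, Cd36, Tgfb1, Tgfb2, Pparg, the genes of the surface proteins measured by flow cytometry, the members of the gene lists, and the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups. Other genes are said to have been chosen after their values were seen. Results for some of the genes under this rule are not reported here.

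Tested on simulated data with the same sample sizes, the comparison called 92% of genes changed by 1 on the log2 scale and 100% of those changed by 2, and it called 8 of 10600 unchanged genes beside them. With no gene changed it called 0 of 10800. The simulation changed 200 genes and drew normal noise at the fitted variances, and smaller changes of single genes were not simulated. These shares thus do not say how complete the calls in the data are. In the data Tcp11l1 and Lipn, each with a log2 fold change of 1.32, had an adjusted p of 0.158 and 0.385 in limma. Of lists of independent genes without a shift, 5% had a camera p under 0.05. The simulation drew genes independently, so it does not cover lists whose genes vary together.

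Number of reads per sample was not used here, so absolute depth is unknown and no interval for counting error is given. Relative depth, from the steps between values under 0.05 FPKM, lay between 0.814 and 1.05 of that of CD44+/+ replicate 1. Sums of FPKM over all genes were 498627, 494627 and 492416 in the CD44+/+ samples and 501632, 487901 and 504182 in the CD44-/- samples.

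Same-numbered samples were treated as a pair only in the replicate block, since the paper's text does not say that they were collected together. The correlation of their deviations from the group means averaged 0.185. Alternatives set before the data were examined were a pseudocount of 1 or 0.01, a mean of at least 1 FPKM, no filter, median-ratio scaling, quantile normalization, eBayes without a trend, robust eBayes, the replicate number as a block, and leaving out each sample in turn. For genes near Cd44, a window of 10 Mb and the whole of chromosome 2 were also set beforehand. Added after the data were seen were the genes with Cuffdiff status OK, an inter-gene correlation estimated from the data, and an unadjusted p under 0.001 for genes near Cd44. Gene ontology and String analyses were not repeated.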

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

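Of the tests in this part, those of Supplementary Table 1 genes and of genes with an adjusted p under 0.05 near Cd44, the latter also with a window of 10 Mb, were set before the data were examined. The splits of the samples and the other tests were chosen after the results were seen.

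Snora28 had an adjusted p of 0.000144 (0.00184 with the replicate block, from 4.61e-05 to 0.00283 with single samples left out) but is absent from Supplementary Table 1, and the paper does not discuss it. In the GENCODE annotation it lies on chromosome 12 from 111540941 to 111541067, inside the locus of 111538101 to 111546753 that the authors' deposited table gives for it. Its values were 34.2, 12.8 and 10.7 FPKM in the CD44+/+ samples, and it was listed at 0 in the 3 CD44-/- samples. The log2 difference of -7.40 is bounded by the pseudocount of 0.1 and is not a fold. In the authors' deposited table its Cuffdiff p-value is 0.173. A candidate explanation is that FPKM of very short genes is unstable. Of 13 other small RNA genes above 10 FPKM in a sample, 100% were listed at 0 in another sample, against 0 of 6068 protein-coding genes. The difference in Snora28 cannot be told apart from this instability. A lower depth of the CD44-/- samples would also give more zeros, but the relative depth of CD44-/- replicate 1 was 0.987, and no biological explanation was tested.

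Olfml2a is likewise absent from Supplementary Table 1. Its values were 0.09, 0.07 and 0.04 FPKM in the CD44+/+ samples and 1.91, 2.14 and 1.46 FPKM in the CD44-/- samples, a log2 fold change of 3.51 (adjusted p = 0.00187, with the replicate block 0.0164, from 0.000461 to 0.0252 over its alternatives, higher in 3 of 3 CD44-/- samples than in any CD44+/+ sample). The log2 fold change of Olfml2a ran from 1.40 to 4.58 over its alternatives, and from 3.39 to 3.66 with single samples left out. Its CD44+/+ values lie under the pseudocount of 0.1, so the size of the fold is uncertain. In the authors' deposited table it has a p-value of 0.0026 and a q-value of 0.11. It lies on chromosome 2 from 38931980 to 38960585, more than 50 Mb from Cd44. Like the other genes of chromosome 2 with small p-values it may carry donor-strain sequence, and the share of 0.0298 from the windows of neighbouring genes, which covers genes nearer to Cd44, does not decide this for Olfml2a itself.

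Within 50 Mb of Cd44, 10 of 393 tested genes had an unadjusted p under 0.001, against 41 of 10406 elsewhere (odds ratio 6.60, Fisher's exact test, two-sided, p = 1.22e-05). The paper's text does not discuss the position of its genes. Around a targeted locus, DNA of the strain in which the locus was targeted can remain after crossing, and variants in it could change expression or the alignment of reads. The paper's text does not give the crossing history of the CD44-/- mice. A test set beforehand took the genes of Supplementary Table 1, and 10 of 393 genes in the window were in it against 188 of 10406 outside (odds ratio 1.42, Fisher's exact test, p = 0.252), a share of 2.54% against 1.81%. With 10 genes this test does not show an excess and does not rule one out. Of all 10800 windows of 394 neighbouring genes, a share of 0.0298 (322 windows) held at least 10 genes with an unadjusted p under 0.001. Of these 322 windows, 50 began off chromosome 2 and ended on it. The most in any window with both ends off chromosome 2 was 9. These windows overlap, so the share is not a p-value from independent windows.

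Among genes with an adjusted p under 0.05, 3 of 393 lay in the window and 8 of 10406 outside, an odds ratio of 9.99 (Fisher's exact test, p = 0.00635), and 16.0 with the replicate block (Fisher's exact test, p = 0.00234, from 3.99e-05 to 1 over all alternatives). Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, and of all 10, only the real one (1) gave a p as small. The other 9 splits called 0 genes in the window, which gives a p of 1 whatever the positions, so this comparison does not test the position of the genes. The nearest genes to Cd44 with an unadjusted p under 0.001 were Tcp11l1 (log2 fold change 1.32, adjusted p = 0.158), Depdc7 (2.23, adjusted p = 0.158) and 2810002D19Rik (-0.91, adjusted p = 0.158), all chosen after their values were seen. No gene within 10 Mb of Cd44 had an adjusted p under 0.05, among 43 tested, and these 3 genes are inside that distance. For Depdc7 the log2 fold change ran from 0.81 to 2.89 over its alternatives, so its size is uncertain. On chromosome 2 as a whole 14 genes other than Cd44 had an unadjusted p under 0.001, 11 higher and 3 lower, and 1700003F12Rik at 154.5 Mb, chosen after its values were seen, was the farthest along. Donor-strain DNA may remain as an explanation for part of the genes on chromosome 2 (share 0.0298), and an effect of the loss of CD44 on them cannot be told apart from it.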

How the results depend on the processing

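Unless said otherwise, alternatives were set before the data were examined. The genes with Cuffdiff status OK, the estimated inter-gene correlation, the unadjusted p under 0.001, and the lists of G2 and M phase and S phase genes were chosen after the data were seen.

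The count of 12 differentially expressed genes fell to 7 without a filter on low values, and those 7 were among the 12. The count of genes higher in CD44-/- AMs was 8, and it was 5 with a mean of at least 1 FPKM, 3 without a filter, 4 without a trend in eBayes and 5 with the replicate block. Of the genes of Supplementary Table 1, 10 were called, but 5 without a filter and 6 without a trend. Across the 6 fits that each left out one sample, counts ran from 6 to 36 genes in all, from 2 to 21 higher, from 4 to 15 lower, and from 4 to 28 of Supplementary Table 1. The cause was not tested. Both pseudocounts and the genes with Cuffdiff status OK gave the same 12 genes. Scaling moved the median log2 fold change of all genes from 0.013 to -0.004 at most.

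The cholesterol biosynthesis genes kept their direction and an adjusted p under 0.05 in all 15 alternatives set beforehand. Of these 15, 2 (eBayes without a trend and robust eBayes) cannot change a camera result and show no stability. The alternatives gave a median log2 fold change from -0.36 to -0.26 and an adjusted p from 8.75e-19 to 3.11e-11. Those outside Figure 2D did so from -0.28 to -0.19 (adjusted p from 2.29e-08 to 7.92e-05). With an inter-gene correlation estimated from the data, medians are unchanged and no list had an adjusted p under 0.05. Medians, with the adjusted p in parentheses, were 0.102 (0.122) for LXR targets, -0.32 (0.104) for cholesterol biosynthesis and -0.25 (0.104) for its genes outside Figure 2D. They were 0.33 (0.317) for alveolar type 2 cell genes, -0.35 (0.317) for airway secretory genes, 0.27 (0.270) for G2 and M phase and 0.14 (0.270) for S phase genes.

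Alveolar type 2 cell genes lost an adjusted p under 0.05 with a pseudocount of 1 (median 0.29), with a mean of at least 1 FPKM (0.20) and after quantile normalization (0.30), and their adjusted p over the alternatives set beforehand ran from 0.000288 to 0.389. Neutrophil genes had a median of -0.01, reversed to 0.039 with a pseudocount of 0.01 and to 0.14 with a mean of at least 1 FPKM. Leaving out single samples gave medians from 0.088 to 0.21 for LXR targets (adjusted p up to 0.0693), 0.19 to 0.58 for alveolar type 2 cell genes, -0.56 to -0.12 for airway secretory genes (adjusted p up to 0.0712), -0.95 to 1.17 for erythroid genes and -0.48 to 0.26 for neutrophil genes. The sign of the last pair of lists thus depended on single samples. The cause was not tested for any list.

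For genes near Cd44, the odds ratio of 9.99 was 0 in a window of 10 Mb (0 of 43 genes), and 4.44 to 35.6 with single samples left out (p from 5.54e-05 to 0.0685 by Fisher's exact test). It was 9.66 over the whole of chromosome 2. The cause was not tested.

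Among the single genes, Tgfb1 reversed to 0.00065 after quantile normalization, and Sirpa to -0.0080 after median-ratio scaling. Sirpa moved with the median of all genes, which this scaling took from 0.013 to -0.0037, so its change of sign is no finding about Sirpa. The cause was not tested for Tgfb1 or for the fits without single samples. With single samples left out, log2 fold changes ran from -0.026 to 0.021 for Tgfb1, from -0.089 to 0.032 for Pparg, from -0.011 to 0.030 for Sirpa and from -0.13 to 0.33 for Itgam. Of 52 genes named, 48 kept direction and side of the threshold with the replicate block and 4 fell below it, Apoe among them (adjusted p = 0.0943, from 0.00263 to 0.147 over its alternatives). Without a filter and without a trend 5 fell below it, and with robust eBayes 1. All 52 kept both with either pseudocount.

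Absolute depth is unknown, and values under 0.5 FPKM such as those of Lipn in CD44+/+ AMs rest on few fragments, which limits how far their fold changes can be read.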

Differences from the paper's values

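The paper gives 200 differentially expressed genes, and 12 genes had an adjusted p under 0.05 here. The paper's number of genes higher in CD44-/- AMs is 113, against 8 here, and of genes lower 87, against 4 here. The paper's counts came from Cuffdiff, which was not repeated here. None of the alternatives set before the data were examined closed these gaps. All of them used limma on FPKM values, so they do not test the difference in method. The largest counts, 36 genes in all, 21 higher and 15 lower, came without CD44+/+ replicate 1. The authors' deposited table has 200 genes with a q-value under 0.05.

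The paper calls Apoc1, Abca1, Dgat2, Lipn, Pla2g7, Src, Igf1, Igf2r, Cd74, the MHCII genes, Plcb1, Plin1, Srebf2, Tgfb2, Sqle, Idi1, Fdps, Hsd17b7, Cyp51, Sc5d, Msmo1 and Hmgcs1 different between the genotypes. Here each had the paper's direction and an adjusted p of 0.0626 or more. Some settings called genes which the paper calls and which were not among the 12. Without CD44+/+ replicate 1 these were 18 genes, Dgat2 among them. Without CD44+/+ replicate 3 they were 4 genes, Apoc1, Bcam, Cd63 and Gpnmb. Without CD44-/- replicate 1 they were 6 genes, Ccnb2, Krt80, Plin1, Rmrp, S100a4 and Slc1a3. Median-ratio scaling and quantile normalization each called Calcrl, robust eBayes called Calcrl and Dync1i2, eBayes without a trend called Zranb3, and the replicate block called Rpph1. Those genes not named by the paper's text were chosen after their values were seen.

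Snora28 and Olfml2a were called here and are not in Supplementary Table 1.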

Other observations

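Of the tests in this part, those of alveolar type 2 cell and erythroid genes and the splits for the count of differentially expressed genes were set before the data were examined, and all others were chosen after the result was seen. The lists for alveolar type 2, airway secretory, erythroid and neutrophil cells were made because Supplementary Table 1 holds such genes. They are thus not independent of the paper's calls.

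Of the 10 ways to split the 6 samples into 3 and 3, 4 part all 3 same-numbered pairs, as the genotypes do, and the others part 1 pair. A count of 12 differentially expressed genes was reached by 1 of these 4 splits, the real one, and the same holds for the 8 higher, the 4 lower and the 10 genes of Supplementary Table 1. The other 9 splits gave at most 1 gene. With 10 splits the share cannot be under 0.1. At an unadjusted p under 0.05 the real split gave 831 genes, and 2 splits that part 1 pair gave 1270 and 866.

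Cd44 kept 10.2%, 10.2% and 9.63% of the CD44+/+ mean in CD44-/- replicates 1, 2 and 3. No explanation was tested.

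Airway secretory genes were lower in CD44-/- AMs in 12 of 12 genes, with a median log2 fold change of -0.35. In 0 of the 12 genes were the groups apart, where chance gives 10%, and 1 gene had an unadjusted p under 0.05. The camera adjusted p was 9.83e-05, with the replicate block 1.40e-05 and with the estimated inter-gene correlation 0.317, and from 1.84e-08 to 0.0712 over the alternatives set beforehand. Among the 4 splits that part all same-numbered pairs, 2 gave a p as small (5 of all 10). If RNA of airway cells were in the BAL samples, these genes would rise and fall together between samples of one genotype. The mean correlation of their deviations from the group means was 0.714 (permutation test against random gene lists of similar expression, p = 1e-04, the smallest it can give). This is consistent with RNA from airway cells in varying amounts, and a lower expression in CD44-/- AMs cannot be told apart from it. The random lists were not matched for variance. Supplementary Table 1 holds 8 of the 12 genes.

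Erythroid genes are represented in Supplementary Table 1 by 3 genes. The mean log2 value of 6 erythroid genes was -1.21, 1.22 and -0.46 in the CD44+/+ samples and -1.25, 2.71 and -1.01 in the CD44-/- samples, relative to the mean of all 6 (exact two-sided permutation test, p = 0.9). Haemoglobin genes have near-identical copies, so values of single genes are uncertain. The median log2 fold change was 0.35 (camera adjusted p = 0.855, with the replicate block 0.258, from 0.000308 to 0.918 over the alternatives, and 3 of 4 splits as large, 9 of all 10). Their deviations correlated at 0.954 on average (permutation test against random gene lists of similar expression, p = 1e-04, the smallest it can give). Red blood cells left after lysis are a candidate source, and the difference between genotypes cannot be told apart from it.

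Alveolar type 2 cell genes were tested in 9 of 12 cases, and 6 were higher in CD44-/- AMs, with a median log2 fold change of 0.33. In 2 of the 9 genes the groups did not overlap, where chance gives 10%. The camera adjusted p was 0.046, with the replicate block 0.019 and with the estimated inter-gene correlation 0.317, and from 0.000288 to 0.389 over the alternatives set beforehand. Of the 4 splits 2 gave a p as small (3 of all 10). Their mean correlation of 0.177 was not above that of random gene lists of similar expression (permutation test, p = 0.171), but the mean includes genes with log2 fold changes near 0, such as Napsa and Abca3. It does not rule out RNA from lung epithelial cells, which may be a source of Sftpa1, Sftpb, Sftpc and Cxcl15, the 4 genes in Supplementary Table 1. No difference between genotypes is claimed for this list.

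Neutrophil genes had a mean correlation of -0.0357 (permutation test, p = 0.716). The mean is over genes that differ in direction, so it does not rule out RNA of neutrophils as a source of S100a9, which is in Supplementary Table 1. Their median log2 fold change was -0.01 (camera adjusted p = 0.424, with the replicate block 0.538, with the estimated inter-gene correlation 0.469, and from 0.0693 to 0.601 over the alternatives), and 3 of 4 splits were as large (8 of all 10).

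For the cholesterol biosynthesis genes, 1 of the 4 splits gave a camera p as small, the real one (1 of all 10), and the same was so for those outside Figure 2D. Small values also came from other groupings. With CD44+/+ replicate 1 and CD44-/- replicates 2 and 3 on one side, which is another of the 4 splits, the camera p of limma at the fixed correlation was 1.46e-14 (median 0.27), and a split that parts 1 pair gave 1.34e-09. Both of these splits set 2 samples of 1 genotype with 1 of the other, so they keep part of any difference between genotypes. They do not show what p would arise without one. The size of this p rests on the fixed correlation and is not taken as a measure of the difference between genotypes.

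Targets of LXR were listed after Supplementary Table 1 had been read, and 5 of the 15 are in it, so the list is not independent of the paper's calls. Of the 15 genes 12 were higher in CD44-/- AMs (median log2 fold change 0.10, camera adjusted p = 0.000229, with the replicate block 0.00164, with the estimated inter-gene correlation 0.122, and from 3.62e-07 to 0.0693 over the alternatives set beforehand). The groups were apart in 10 of the 15 genes, where chance gives 10%, and 2 of the 4 splits gave a p as small (2 of all 10).

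Genes of G2 and M phase, listed without any whose values had been looked at, were higher in CD44-/- AMs in 35 of 38 cases (median log2 fold change 0.27). A larger share of dividing cells in the CD44-/- samples would raise them together. With the inter-gene correlation estimated from the data the camera p of limma was 0.155, and at the fixed correlation the adjusted p was 4.22e-14 (with the replicate block 7.04e-13), over the 2 added lists. Over all alternatives it ran from 1.16e-29 to 0.270. The mean log2 value was -0.09, -0.10 and -0.16 in the CD44+/+ samples and -0.09, 0.23 and 0.22 in the CD44-/- samples (exact two-sided permutation test, p = 0.2). Of the 4 splits 2 gave a p as small (4 of all 10). S phase genes were higher in 30 of 34 cases (median 0.14, adjusted p with the estimated correlation 0.270, at the fixed correlation 4.95e-06, with the replicate block 1.54e-06, from 3.66e-12 to 0.270 over all alternatives, and 2 of 4 splits, 4 of all 10). A difference in dividing cells may exist, but CD44-/- replicate 1 had the level of the CD44+/+ samples, and these 6 samples cannot decide it.

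Chromosome 7 held 10 of the 51 genes with an unadjusted p under 0.001, Cd44 left out, among 843 tested. Against all other chromosomes the odds ratio was 2.90, with an adjusted p of 0.0538 over 20 chromosomes by Fisher's exact test. Against the chromosomes other than 2 and 7 it was 4.03, with a p of 0.0145 after Bonferroni correction over 19 chromosomes. Apoe, Apoc1, Atf5 and Plin1 lie on this chromosome. Donor-strain DNA on a chromosome other than that of Cd44 may be a source, but the first of these tests is above 0.05 and the second was run after chromosome 2 had been set aside, so neither decides it. An effect of the loss of CD44 cannot be told apart from it.

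Log2 fold changes of transcripts of the surface proteins that the paper measured by flow cytometry were 0.08 for Itgax, -0.08 for Mrc1, -0.20 for Cd200r1, 0.01 for Sirpa, 0.14 for Mertk, -0.06 for Siglecf, 0.14 for Itgam and -0.22 for Cd274, with adjusted p of 0.473 or more. Sirpa reversed to -0.0080 after median-ratio scaling, which moved the median of all genes as far. Pdcd1 was under 0.5 FPKM on average and was not tested.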
